# *CDX2* expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition

**DOI:** 10.1002/1878-0261.12982

**Published:** 2021-06-26

**Authors:** Ava Galland, Victor Gourain, Karima Habbas, Yonca Güler, Elisabeth Martin, Claudine Ebel, Manuela Tavian, Laurent Vallat, Marie‐Pierre Chenard, Laurent Mauvieux, Jean‐Noël Freund, Isabelle Duluc, Claire Domon‐Dell

**Keywords:** acute monoblastic leukemia, BAMBI, ectopic expression, oncogene, tumor suppressor

## Abstract

The intestine‐specific caudal‐related homeobox gene‐2 (*CDX2*) homeobox gene, while being a tumor suppressor in the gut, is ectopically expressed in a large proportion of acute leukemia and is associated with poor prognosis. Here, we report that turning on human *CDX2* expression in the hematopoietic lineage of mice induces acute monoblastic leukemia, characterized by the decrease in erythroid and lymphoid cells at the benefit of immature monocytic and granulocytic cells. One of the highly stimulated genes in leukemic bone marrow cells was BMP and activin membrane‐bound inhibitor (*Bambi*), an inhibitor of transforming growth factor‐β (TGF‐β) signaling. The CDX2 protein was shown to bind to and activate the transcription of the human *BAMBI* promoter. Moreover, in a leukemic cell line established from CDX2‐expressing mice, reducing the levels of *CDX2* or *Bambi* stimulated the TGF‐β‐dependent expression of *Cd11b*, a marker of monocyte maturation. Taken together, this work demonstrates the strong oncogenic potential of the homeobox gene *CDX2* in the hematopoietic lineage, in contrast with its physiological tumor suppressor activity exerted in the gut. It also reveals, through BAMBI and TGF‐β signaling, the involvement of CDX2 in the perturbation of the interactions between leukemia cells and their microenvironment.

**Abbreviations**
CDX2: caudal‐related homeobox gene‐2
BAMBI: BMP and activin membrane‐bound inhibitor
TGF‐β: transforming growth factor‐β

## 1 Introduction

Major developmental genes, such as caudal‐related homeobox gene‐2 (*CDX2*) [1], have emerged beyond ontogenesis as critical players in cancer. This homeobox gene has multiple functions during embryonic development including trophectoderm formation, elongation, and patterning of the posterior body, and intestinal specification, before being selectively expressed in the gut epithelium throughout adulthood where it exerts a tumor suppressor role [2, 3, 4, 5, 6]. Conversely, it is ectopically turned on in precancerous metaplastic lesions of the foregut [1] and, beyond the digestive tract, in a high proportion of acute leukemia associated with poor prognosis (see Ref [7] and references therein). Cellular studies have shown that *Cdx2* confers oncogenic properties to murine hematopoietic stem cells *in vitro* [8, 9], while turning on its expression *in vivo* induces myelodysplastic lesions, a few of them evolving into overt leukemia [10]. However, the mechanism(s) associated with this pro‐oncogenic activity remain largely elusive. Here, we developed a mouse model of conditional ectopic expression of human CDX2 in the hematopoietic lineage. This led to acute monoblastic‐type leukemia involving the alteration of transforming growth factor‐β (TGF‐β) signaling. Interestingly, TGF‐β is an important pathway in hematopoiesis, which is frequently altered in leukemogenesis [11]. Indeed, it negatively regulates cell proliferation and stimulates differentiation and apoptosis during normal hematopoiesis, whereas these effects are often impaired in hematologic malignancies due to deletions/mutations of members of the pathway or to the deregulation of cofactors by oncoproteins [12].

## 2 Materials and methods

### 2.1 Mice

*RsCDX2* knockin mice having the human *CDX2* coding sequence preceded by a loxP‐excisable transcriptional stop sequence inserted into the *Rosa26* locus [13], transgenic *Mx1Cre* mice containing the *Cre* coding sequence placed downstream of the promoter of the interferon‐inducible gene *Mx1* [14] (Jackson Laboratory) and immunodeficient NSG mice (Charles River) were housed in the certified animal facility (#H‐67‐482‐21). Protocols were approved by the French Ministry of Agriculture under the permit APAFiS#833. Mice were genotyped by PCR using primers listed in Table S1. Three‐month‐old *RsCDX2::Mx1Cre* mice (designated as *MxCDX2*) and control littermates received 3 intraperitoneal injections of poly(I:C) (Sigma‐Aldrich) at 10 mg kg^−1^ of body weight every 2 days. For transplantation, 10^5^ bone marrow cells of *MxCDX2* or control mice were injected into the caudal vein of NSG mice.

### 2.2 Plasmids, siRNA, and luciferase assays

Plasmids pFlag (pFlag‐CMV2; Sigma‐Aldrich, Darmstadt, Germany), pFlag‐CDX2 [15], pBAMBI‐Luc [16], and pRL‐null (Promega Inc., Charbonnières les Bains, France) have been described. siRNAs are listed in Table S1. Luciferase assays were performed using the Dual Reporter Luciferase Assay (Promega Inc.).

### 2.3 Cell line establishment, cell culture, transfection, and TGF‐β treatment

Femoral bone marrow cells of *MxCDX2* mice were plated at 2 x 10^6^ cells per well in DMEM supplemented with 20% FBS, 14 ng·mL^−1^ mIL3, 24 ng·mL^−1^ mIL6, 112 ng·mL^−1^ mSCF (Promokines, Camon, France), and antibiotics for 1 week. The cell line AGK463 was established by progressive starvation of the three cytokines and reduction in the serum to 10%. Transfections used 10^6^ AGK463 cells, 50 nm siRNA alone, or 40 mm of these siRNAs with 10 nm siGLO RISK‐free Control (Horizon Perkin‐Helmer, Waterbeach, UK) and Viromer® BLUE Kit (Lipocalix, Halle, Sachsen‐Anhalt, Germany). TGF‐β treatment (20 ng·mL^−1^) was performed 24 h after transfection during 48 h before analyses.

Human K562 myeloid leukemia cells were cultured as described [17]. For RNA analyses, 10^6^ cells were nucleofected with 1.5 µg pFlag or pFlag‐CDX2 following the Amaxa protocol [18]. For luciferase assays, 1.5 × 10^5^ cells were transfected using Lipofectamine^TM^ 3000 (Invitrogen, Carlsbad, CA, USA). Analyses were performed 48 h later.

### 2.4 Serial replating assays

Femoral bone marrow cells of *MxCDX2* mice and control littermates were plated at 2 × 10^4^ cells per well in 1.1 mL methylcellulose (MethoCult GF M3434; Stem Cell Technologies, Grenoble, France) and cultured for 10 days. Colonies were counted, and cells were serially replated under the same conditions.

### 2.5 Histology, cytology, and flow cytometry

Bones were decalcified with formic acid. Histology and immunohistochemistry with anti‐CDX2 antibody (EPR2764Y; Abcam, Paris, France) were performed as described [4]. Cytotyping of bone marrow cells used May Grünwald–Giemsa staining (MGG).

Flow cytometry was performed using a Fortessa cytometer (BD Biosciences, Le Pont de Claix Cedex, France) with antibodies listed in Table S2.

### 2.6 RNA preparation, RT‐qPCR, RNA sequencing, and data analyses

RNA preparations were performed using TRI Reagent (Euromedex, Souffelweyersheim, France). The quality of total RNA was assessed on RNAchip with a Bioanalyzer (Agilent).

For RT‐qPCR experiments, RNA was extracted from the indicated cell lines and analyzed with the probes listed in Table S1.

For RNAseq experiments, RNA was extracted from the bone marrow of 6 littermate mice: 3 *RsCDX2::Mx1Cre* mice and as control 1 *RsCDX2*, 1 *Mx1Cre*, and 1 wild‐type mouse. All 6 mice were treated with poly(I:C), and RNA was prepared 6 weeks later. RNAseq data analyses were performed as described [13] using STAR (v2.5) [19] for sequence alignment against the reference mouse genome GRCm38.90, and HTSeq (v0.6.1) [20] and DESeq2 (v1.10.1) [21] for reads counting and normalization. Differentially expressed genes were selected based on |log_2_(fold change)| > 1 and *P*‐value < 0.05, corrected with the false discovery rate (FDR) multiple testing method. Gene Ontology enrichment was done with the one‐tailed exact Fisher's test, and *P*‐values were corrected with FDR multiple testing. Functional clustering used DAVID [22].

Transcription factor‐binding motif analysis used HOMER (v4.10.1) [23] in the promoter gene regions extending from −2000 bp upstream to +50 bp with respect to the transcription starting site(s). Enriched motifs were manually curated by comparing with the most up‐to‐date version of JASPAR [24] and TomTom from the MEME suite [25].

For point mutation analysis, RNAseq reads were mapped against the mouse reference genome GRCm38.90 with the gap‐aware aligner STAR as described above. Multimapped reads were not output, and alignments at splicing junctions were refined with a second pass based on the annotation of the reference genome. Duplicated reads were then flagged with MarkDuplicates from the Picard toolbox (http://broadinstitute.github.io/picard/). The remaining misaligned reads were removed with the tool SplitNCigarReads from the toolkit GATK (v4.0.9.0) [26]. single nucleotide polymorphisms (SNPs) were called with the tool HaplotypeCaller from GATK [27]. Soft‐clipped bases were discarded during SNP calling, and the threshold for emitting the SNPs was set to 20 (Phred scale). SNPs were filtered based on their quality with the tool VariantFiltration from GATK with default parameters. SNPs were finally annotated with VEP from Ensembl [28]. Recurrent mutations were defined as SNPs present in all three *MxCDX2* mice but in none of the three control littermates. Mutational signatures were tested with SIGNAL (https://signal.mutationalsignatures.com/) in comparison with published models of myeloid leukemia [29] and DNA repair mechanisms [30].

### 2.7 Western blots

Whole bone marrow or AGK463 protein extracts separated on SDS/PAGE were analyzed by western blot using mouse monoclonal anti‐CDX2 (CDX2‐88, BioGenex, Fremont, CA, USA; dilution 1/2000) and mouse monoclonal anti‐β‐actin (C4, Millipore, Dachstein, France; dilution 1/25 000) antibodies. HRP‐conjugated secondary anti‐mouse antibody was used for ECL detection (GE Company, Amersham, UK).

### 2.8 Chromatin immunoprecipitation

ChIP assays were performed using the Magna ChIP™ G Kit (Merck‐Millipore, Dachstein, France) and anti‐CDX2 antibody (EPR2764Y; Abcam) or IgG. qPCR amplification of the immunoprecipitated material used the primers listed in Table S1.

### 2.9 Statistics

Statistics used the two‐tailed *t*‐test for mean comparisons and log‐rank test to compare the survival times between *MxCDX2* or engrafted NSG and control mice (graphpad, Prism, https://www.graphpad.com/scientific‐software/prism/).

## 3 Results and Discussion

### 3.1 Oncogenic activity of CDX2 in the hematopoietic lineage *in vivo*

To address the oncogenic potential of ectopic expression of the human CDX2 homeoprotein in the hematopoietic lineage, *MxCDX2* mice were generated by intercrossing *RsCDX2* [13] and *Mx1Cre* [14] mice, and the resulting adult animals aged 2–3 months were treated with poly(I:C) to induce CDX2 expression. All the treated *MxCDX2* mice (*n* = 18) became moribund with a median survival time of 115 days, in contrast to treated control *RsCDX2* or *Mx1Cre* mice (*n* = 13; Fig. 1A). Comparing *MxCDX2* mice to controls 6 weeks after poly(I:C) administration revealed a pale bone marrow with reduced cellularity (Fig. 1B) and a monomorphic aspect (Fig. 1C) characterized by the accumulation of blasts expressing the *CDX2* mRNA (Fig. 1D) and protein visualized by western blot and immunohistochemistry (Fig. 1E,F). In addition, CDX2‐positive blasts invaded several organs leading to hepatomegaly and splenomegaly and in most cases thymus atrophy (Fig. 1G,H).

**Fig. 1:**
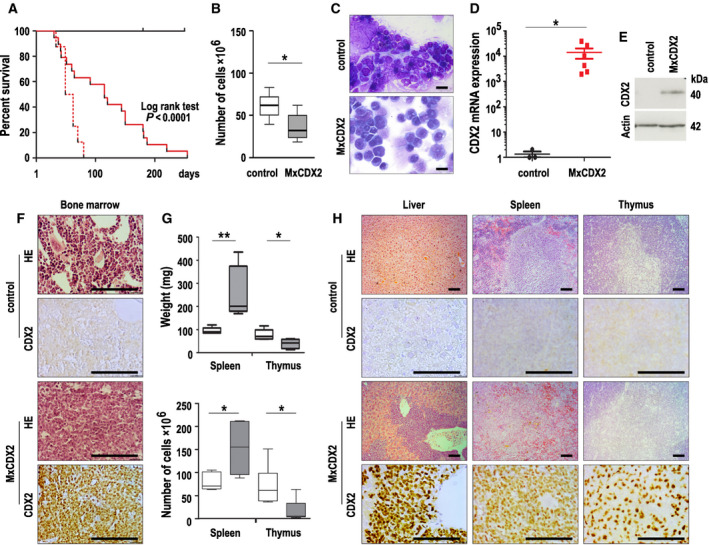
Leukemia development by ectopic expression of *CDX2* in the hematopoietic lineage. (A) Overall survival (in days) of control (*n* = 13, black line) and *MxCDX2* mice (*n* = 18, red line) after poly(I:C) injections, and of *NSG* mice after transplantation of bone marrow cells from *MxCDX2* mice (*n* = 8, red dotted line). (B) Bone marrow cellularity of control (*n* = 3) and *MxCDX2* mice (*n* = 3). Boxes extend from 25 to 75th percentile, and whiskers represent mean to max. *P < 0.05. (C) Representative cytology (MGG staining) of smears of bone marrow cells of control and *MxCDX2* mice. Bars: 25 µm. (D) Relative *CDX2* mRNA expression analyzed by RT‐qPCR in the bone marrow of control (*n* = 3) and *MxCDX2* mice (*n* = 6). Data are given means with SEM. *P < 0.02. (E) Representative western blot of CDX2 protein in the bone marrow of control and *MxCDX2* mice. (F) Histology (HE) and immunohistochemical staining of the CDX2 protein in the bone marrow of control and *MxCDX2* mice. Bars: 100 µm. (G) Weight (mg) and cellularity of the thymus and spleen of control (*n* = 3, open boxes) and *MxCDX2* mice (*n* = 3, gray boxes). Boxes extend from 25th to 75th percentile, and whiskers represent mean to max. *P < 0.05; **P < 0.01. (H) Histology (HE) and immunohistochemical staining of the CDX2 protein in the liver, spleen, and thymus of control and *MxCDX2* mice. Bars: 100 µm.

The properties of bone marrow cells were first investigated using the *ex vivo* replating assay. As shown in Fig. 2A, bone marrow cells of control mice (*n* = 4) loosed replating potential at the 3rd step. On the contrary, cells of *MxCDX2* mice (*n* = 4), while producing twice less colonies than controls at the 1st plating step in line with the reduced bone marrow cellularity, maintained their growing activity throughout the five successive plating steps of this study (Fig. 2A,B). The second line of characterization of bone marrow cells was based on transplantation assays. Noteworthy, all recipient mice transplanted with bone marrow cells of *MxCDX2* mice (*n* = 8) developed leukemia within 80 days, in contrast to the recipients transplanted with cells of control mice, which remained healthy (*n* = 5; see Fig. 1A). Leukemia in the transplanted mice was similar to that of the donors, with the expansion of CDX2‐positive blasts in the bone marrow, hepatomegaly, and splenomegaly linked to malignant cell invasion (not shown). Altogether, these data provide evidence that aberrant onset of *CDX2* in the hematopoietic lineage generates malignant blasts responsible for acute leukemia, transmissible by transplantation.

**Fig. 2:**
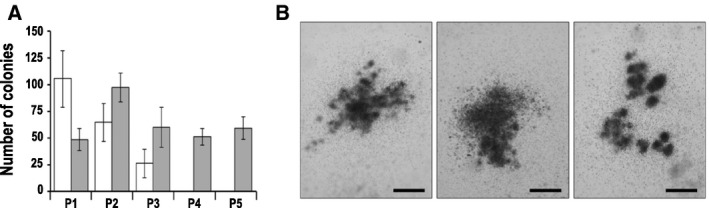
*Ex vivo* replating activity of *MxCDX2* bone marrow cells. (A) Number of colonies grown *ex vivo* from bone marrow cells of control (white boxes) and *MxCDX2* mice (gray boxes) during five consecutive passages (P1–P5). Data are given means with SEM. *n* = 4. (B) Representative pictures of colonies grown from *MxCDX2* bone marrow cells at the 5th replating step. Bars: 500 µm.

### 3.2 Myeloid vs lymphoid imbalance driven by ectopic CDX2

Six weeks after poly(I:C) administration, bone marrow smears from *MxCDX2* mice showed a large proportion of monoblasts, evocative of acute monoblastic leukemia. Flow cytometry and immunophenotyping highlighted the strong imbalance among bone marrow cell populations (Fig. 3A,B), characterized by the expansion of monocytic and granulocytic cells with a nonsignificant increase in Lin^−^Sca^+^cKit^+^ progenitors, a slight increase in multipotent progenitors, and a strong decay of common lymphoid progenitors. In the myeloid lineage, megakaryocyte–erythroid progenitors dropped, leading to a drastic decrease in erythroid cells, reminiscent of the pale color of the bone marrow. On the contrary, monocyte–macrophage and immature neutrophil populations largely expanded. In the thymus, inverse changes in CD4^−^CD8^−^ and CD4^+^CD8^+^ populations revealed a block in T‐cell differentiation. In the spleen, T and B cells decreased, whereas monocyte–macrophage and neutrophil populations increased. These results showed that CDX2 blocks lymphoid commitment and erythroid differentiation to the benefit of monocyte and granulocyte engagement, yet with a defect in complete differentiation.

**Fig. 3:**
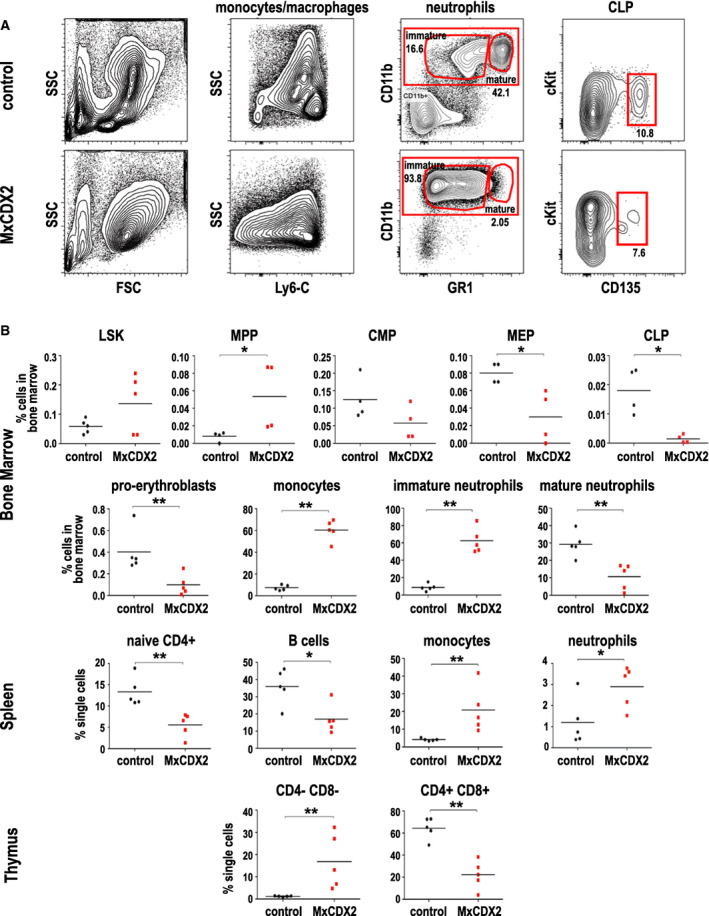
Cellular consequences of the ectopic expression of *CDX2*. (A) Example of cytometry pattern in one control and one *MxCDX2* mouse. Monocytes–macrophages are Cd11b^+^ Gr1^low^ Ly6C^+and−^ SSC^low^. Immature neutrophils are Cd11b^+^ Gr1^low^; mature neutrophils are Cd11b^+^ Gr1^high^. Percentages for neutrophils are given compared with single cells, and for CLP compared with Lin^−^ Il7R^−^ Sca1^low^ cKitl^ow^ cells. In the illustrated examples, CLP represented 0.0243% and 0.000339% of the bone marrow single cells of control and *MxCDX2* mice, respectively. (B) Percent of the indicated cell types in the bone marrow, spleen, and thymus of control and *MxCDX2* mice. CLPs: common lymphoid progenitors; CMPs, common myeloid progenitors; LSK, Lin^−^ Sca^+^ cKit^+^ progenitors; MEPs, megakaryocyte–erythroid progenitors; MPPs, multipotential progenitors. Bars represent means, *P < 0.05; **P < 0.01.

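Bone marrow RNA of 6 littermate mice was sequenced as stranded mRNA libraries, and the authors deposited the number of reads that HTSeq counted on each gene, without normalization. The 3 *MxCDX2* mice carried both the *RsCDX2* knockin, which holds the human *CDX2* coding sequence behind a removable stop sequence at *Rosa26*, and the *Mx1Cre* transgene. The 3 control mice were 1 *RsCDX2* mouse (control 1), 1 *Mx1Cre* mouse (control 2) and 1 wild-type mouse (control 3). All 6 mice received 3 injections of poly(I:C), which induces the Cre recombinase through the interferon response, at 10 mg per kg of body weight, and RNA was prepared 6 weeks later. The methods give an interval of 2 days between injections and the sample labels give 1 injection per day. The total number of reads counted on genes was 38646101, 47941779 and 49640783 in control mice 1, 2 and 3, and 42452869, 43533669 and 49899650 in *MxCDX2* mice 1, 2 and 3, with a median of 47941779 in the control mice and 43533669 in the *MxCDX2* mice. The files list 39179 mouse genes by their Ensembl identifiers, of which 25488 had at least 1 count in any mouse. Identifiers were matched to gene symbols through GENCODE M21 (GRCm38), where 37607 of them were found. Counts were normalized by edgeR's TMM method, genes with low counts were removed with the default filterByExpr rule, and the remaining 15980 genes were tested with edgeR's quasi-likelihood test. Normalized counts below are counts scaled to the mean TMM-adjusted library size of the 6 mice. The thresholds were those of the methods, an absolute log2 fold change above 1 and an adjusted p-value below 0.05. All 6 mice were male by their counts: *Xist* had at most 9 counts in any mouse and the Y-linked *Ddx3y* at least 1778. No pair of mice of the same group had counts as close as a library deposited in duplicate would give. The first principal component of the log2 counts held 61.0% of the variance and separated the 3 *MxCDX2* mice from the 3 control mice. The second held 15.9% and set the wild-type mouse apart from the other control mice.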

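With these thresholds, 2177 genes were differentially expressed between *MxCDX2* and control mice, of which 734 were upregulated and 1443 downregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 2175 of the 2177 genes, all 3 *MxCDX2* mice lay on the same side of all 3 control mice. The alternative that moved the count most was a test against a log2 fold change of 1 in place of a separate threshold on the fold change, which left 611 genes. With DESeq2, the tool of the methods, 2900 genes passed, 878 upregulated and 2022 downregulated. When each mouse was left out in turn, between 1205 and 2406 genes passed. With the replicate number as a block, 2205 genes passed. The deviations of same-numbered mice from their group means had a mean correlation across genes of 0.212, against -0.107 for mice with different numbers. Genes are not independent replicates, and the pairing by label numbers had the highest mean of the 6 possible pairings, which 6 mice in 2 groups would give by chance in 1 of 6 cases.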

Transcriptome analyses performed 6 weeks after poly(I:C) administration revealed 2937 differentially expressed genes in the bone marrow of *MxCDX2* compared with control mice (|log_2_(fold change)| > 1, adj*P*‐value < 0.05; Fig. 4A; Table S3). 

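The porphyrin pathway makes heme, and its enzymes include those encoded by *Alas1*, *Alas2*, *Alad*, *Uros*, *Urod*, *Cpox*, *Ppox* and *Fech*. Of these 8 genes, all of which were tested, 7 were downregulated past the thresholds. Among 15971 tested genes outside the pathway, 2169 were differentially expressed (one-sided Fisher's exact test, p = 6.07e-06). The test takes genes as independent, which enzymes of 1 pathway are not, so its p-value can overstate the evidence. The largest fall was that of *Alas2*, the erythroid form of the first enzyme, on chromosome X from 150547375 to 150570638 (GRCm38). Its normalized count was 94796 ± 13927 (SD, n = 3) in control mice and 6073 ± 3715 (SD, n = 3) in *MxCDX2* mice, a log2 fold change of -3.96 (standard error 0.49, adjusted p = 0.00343 from edgeR's quasi-likelihood test). The smallest fall of the 7 was that of *Ppox*, with a log2 fold change of -1.87 (standard error 0.20, adjusted p = 0.00244). *Fech*, the last enzyme, had a log2 fold change of -2.80. *Alas1*, which encodes the first enzyme outside the erythroid lineage, had a log2 fold change of 0.83 (standard error 0.37, adjusted p = 0.162) and did not pass. The same 7 of 8 genes passed with the replicate block, and *Alas2* had a log2 fold change of -4.14. Genes of cell adhesion and signaling were not analysed here as a group.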

Functional annotation clustering showed enrichment in genes of the porphyrin biosynthetic pathway corroborating the drop of erythroid cells, as well as in genes involved in cell adhesion and signaling activities suggesting changes in the interactions of hematopoietic cells with their microenvironment (Fig. 4B). Differentially expressed genes also included 221 genes related to DNA binding and regulation of transcription, of which genes encoding important transcription factors for hematopoiesis and leukemogenesis (Table S4). 

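Table S4 lists 221 symbols, 220 of them different. In the deposited counts, 167 of these genes passed the thresholds with edgeR, 59 of them upregulated and 108 downregulated, and 216 passed with DESeq2. In edgeR with the replicate block, 159 passed.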

Among them, transcription factor genes involved in monocyte emergence were upregulated (*Irf8*, *Klf4*, *Cebpa*, *Egr2, Jun*), whereas those of the erythroid (*E2f4*, *Gata1*, *Gata2*, *Gfi1b*, *Hoxa7*, *Hoxa9*, *Hoxa10*, *Klf1*, *Meis1*, *Pbx1*, *Sox6*, *Tal1*, *Zfpm1*) and lymphoid pathways (*Ets1*, *Etv5*, *Pax5*, *Pbx1*) were downregulated, consistent with the cellular phenotype. 

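Values are given for 20 of these genes. All 20 had a log2 fold change on the stated side of 0, and in each of them the 3 *MxCDX2* mice lay apart from the 3 control mice. A comparison of 3 mice against 3 by an exact permutation test cannot give a two-sided p below 0.10, which was the value for each gene. With edgeR, 14 of the 20 passed both thresholds, 4 of 5 in the monocyte list, 8 of 12 in the erythroid list and 2 of 3 in the lymphoid list. With DESeq2, all 20 passed. Adding the replicate block left 13.
Among the upregulated genes, *Cebpa* on chromosome 7 had 2353 ± 163.3 (SD, n = 3) normalized counts in control mice and 7732 ± 1618 (SD, n = 3) in *MxCDX2* mice, a log2 fold change of 1.72 (standard error 0.16, adjusted p = 0.00191 from edgeR's quasi-likelihood test). *Klf4* had the largest rise, 2.05 (standard error 0.45, adjusted p = 0.0211), and passed in 3 of the 6 fits that left out 1 mouse. *Jun* rose by 1.22 and *Irf8* by 1.17 on the log2 scale, with adjusted p-values of 0.00651 and 0.0355. The adjusted p of *Irf8* reached 0.102 when 1 mouse was left out, and it passed the thresholds in 2 of the 6 such fits. *Egr2*, with a log2 fold change of 1.04 (standard error 0.40), had an adjusted p of 0.112.
Of the 20 genes, those of the erythroid list had the largest falls. *Klf1* on chromosome 8 fell from 6956 ± 521 (SD, n = 3) to 662 ± 604 (SD, n = 3) normalized counts, a log2 fold change of -3.40 (standard error 0.64, adjusted p = 0.0129). *Sox6*, *Gfi1b*, *Gata1* and *Zfpm1* had log2 fold changes of -3.18, -3.13, -3.01 and -2.86, and each passed in all 6 fits that left out 1 mouse. *Tal1* (-1.78), *Meis1* (-2.32) and *E2f4* (-1.01) also passed. With 1 mouse left out, *Klf1* passed in 5, *Tal1* in 6, *Meis1* in 3 and *E2f4* in 2 of the 6 fits. *Meis1* and the *Hoxa* genes were highest in the wild-type control mouse. *Meis1* had 1936 normalized counts there and 446 and 406 in the other control mice, and its log2 fold change was -1.18 at its smallest when 1 mouse was left out. *Hoxa9*, *Hoxa10*, *Hoxa7* and *Gata2* had log2 fold changes of -1.71, -1.59, -1.69 and -1.21, with adjusted p-values of 0.0587, 0.0567, 0.0911 and 0.0766, and did not pass. In the lymphoid list, *Etv5* (-1.32, adjusted p = 0.0119) and *Ets1* (-1.14, adjusted p = 0.0096) passed, whereas *Pax5* (-1.85, standard error 0.55) had an adjusted p of 0.0544.

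**Figure D1:**
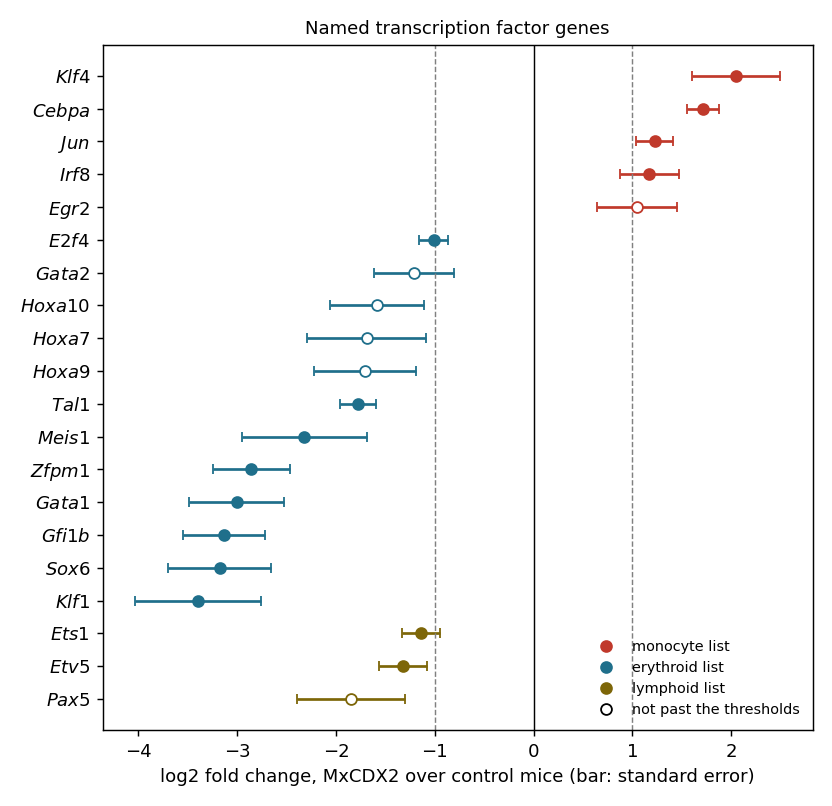
Log2 fold change of 20 named transcription factor genes in *MxCDX2* over control mice (x axis), with bars of 1 standard error, from edgeR. Filled points passed both thresholds, open points did not, and dashed lines mark log2 fold changes of -1 and 1. The values run from -3.40 for *Klf1* to 2.05 for *Klf4*.

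From the opposite directions of these groups of genes, the paper proposes that these changes match the cellular phenotype.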

1010 of the 2937 deregulated genes exhibited one or several consensus CDX DNA‐binding site(s) in their −2000 to +50 bp promoters, including *Irf8* and *Jun* involved in monopoiesis [31, 32]. These binding sites for CDX2 integrate into a complex pattern of deregulated genes encoding transcription factor involved in hematopoiesis and the presence of putative DNA‐binding sites in their gene promoters, suggesting a cascade of deregulations initiated by CDX2 (Fig. 4C, Table S5). 

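Values are given for 17 of the genes that Table S5 names besides CDX2 as factors or promoters. In the deposited counts, 13 of the 17 passed the thresholds with edgeR, and all 17 with DESeq2. In 16 of the 17, all 3 *MxCDX2* mice lay on one side of all 3 control mice. *Ahr*, on chromosome 12 from 35497974 to 35535038 (GRCm38), was the exception. It had 501 ± 237 (SD, n = 3) normalized counts in control mice and 1096 ± 420 (SD, n = 3) in *MxCDX2* mice, a log2 fold change of 1.13 (standard error 0.40, adjusted p = 0.0912 from edgeR's quasi-likelihood test), and control mouse 1 (772 normalized counts) was above *MxCDX2* mouse 2 (753 normalized counts; exact permutation test, two-sided p = 0.20). The adjusted p of *Ahr* was 0.0163 with the replicate block and 0.0308 with DESeq2. Binding sites in promoters were not searched here, so the arrows of the scheme were not examined.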

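*Btg2*, *Ccnd1*, *Ebf1*, *Foxo3*, *Hmga2*, *Mgmt*, *Rb1* and *Xrcc5* all had lower counts in *MxCDX2* mice. In each of these 8 genes, the 3 *MxCDX2* mice lay below the 3 control mice, and 5 of the 8 passed the thresholds with edgeR, as they did with the replicate block, and 8 with DESeq2. *Xrcc5*, which encodes a subunit of the Ku DNA end-binding complex, had the largest fall of those that passed. Its normalized count was 682 ± 133 (SD, n = 3) in control mice and 158 ± 37.1 (SD, n = 3) in *MxCDX2* mice, a log2 fold change of -2.11 (standard error 0.26, adjusted p = 0.00345 from edgeR's quasi-likelihood test). *Ccnd1* and *Btg2* had log2 fold changes of -1.69 and -1.18, and *Rb1* and *Foxo3* of -1.09 each. The other 3 genes did not pass. *Mgmt* had 1353 normalized counts in the wild-type control mouse and 239 and 262 in the other control mice, and between 140 and 213 in *MxCDX2* mice. Its log2 fold change was -1.81 (standard error 0.70, adjusted p = 0.115). *Hmga2*, with 110 normalized counts in the wild-type mouse and at most 25.8 in the other control mice, had a log2 fold change of -2.11 (standard error 0.72, adjusted p = 0.0826). *Ebf1* had a log2 fold change of -1.70 (standard error 0.55, adjusted p = 0.0723).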

Interestingly, deregulated genes also included several genes related to DNA damage and repair (*Btg2*, *Ccnd1*, *Ebf1*, *Foxo3*, *Hmga2*, *Mgmt*, *Rad23a*, *Rb1*, *Xrcc5*), suggesting genome instability. This correlated with the occurrence of a number of nucleotide changes in the transcribed sequences of *MxCDX2* mice, of which 1001 recurrent mutations present in all three mutant mice but in none of the three control littermates (Table S6). 64.6% of these changes were transitions and 26.7% transversions, the others being microdeletions or microinsertions involving < 10 nucleotides. The predicted molecular effects are given in Table S7 and summarized in Fig. S1. Mutational signature analysis best fitted with the models A (35%), B and C (20%), and D (15%) of myeloid leukemia [29]. Substitution profiling according to Ref. [30] also suggested possible contribution of defects in PMS2‐, Exo1‐, PMS1‐, and UNG‐related DNA repair mechanisms (respectively, 50%, 17%, 12%, and 12% correlation). The nucleotide changes fell into ~ 400 genes among which 20 are linked to the GO terms hematopoiesis or leukemia: *Chuk*, *Dleu2*, *Gab3*, *Hdac7*, *Hdac9*, *Hectd1*, *Kcnab2*, *Lrrk1*, *Picalm*, *Pkn1*, *Ppargc1b*, *Prdm16*, *Prdx3*, *Ptprc*, *Rpl22*, *Stap1*, *Trpm2*, *Vps33b*, *Wdr1*, and *Zfp950*.

**Fig. 4:**
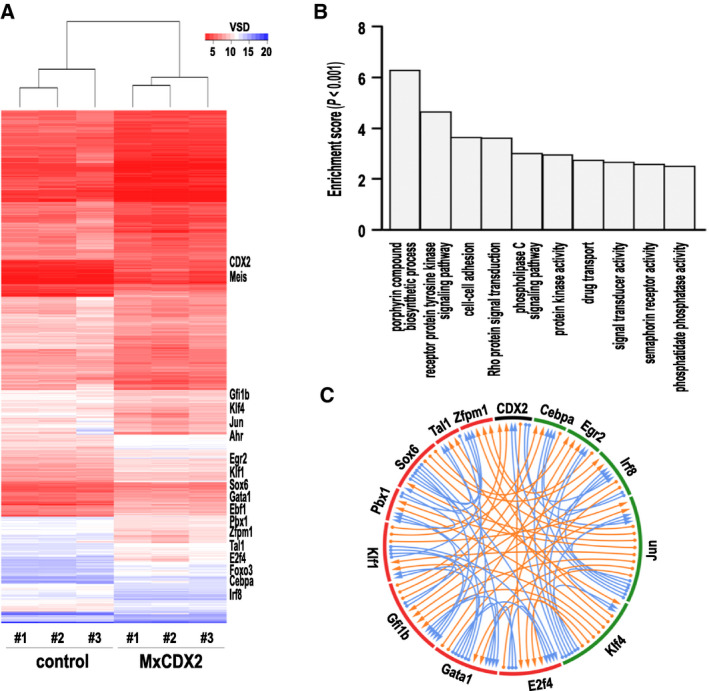
Molecular consequences of the ectopic expression of *CDX2*. (A) Heat map of the differentially expressed genes in the bone marrow of three control and three *MxCDX2* mice. The position of the *CDX2* gene and of major genes involved in hematopoiesis is indicated. (B) Gene Ontology term enrichment of the differentially expressed genes. (C) Circos plot of the relationship between the CDX2 protein or several transcription factors involved in hematopoiesis, and the presence of consensus DNA‐binding sites for these factors in their −2000 to +50 bp gene promoter. Green boxes and red boxes represent transcription factors whose genes are, respectively, upregulated and downregulated by ectopic expression of *CDX2*. Arrows connect a given transcription factor to the presence of consensus DNA‐binding site(s) for this factor in the promoters of transcription factor genes involved in hematopoiesis. Arrows are, respectively, in blue or orange when the factor and its target change in the same way or in opposite ways by ectopic expression of *CDX2*. A table version of this graph is given in Table S5.

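The deposited counts hold mouse genes only, and the row of *CDX2* in Table S3, which carries a human identifier, equals the counts on mouse *Cdx2* (ENSMUSG00000029646), on the minus strand of chromosome 5 from 147300805 to 147307270 (GRCm38), after division by 1 constant per mouse. Control mice 1, 2 and 3 had 4, 0 and 0 reads on *Cdx2*, and *MxCDX2* mice 1, 2 and 3 had 152, 155 and 183. Normalized counts were 1.70 ± 2.95 (SD, n = 3) in control mice and 157 ± 4.87 (SD, n = 3) in *MxCDX2* mice, a log2 fold change of 6.64 (standard error 0.95, adjusted p = 0.00538 from edgeR's quasi-likelihood test). The 4 reads of control mouse 1 came from the *RsCDX2* mouse. With control mouse 1 left out, the other control mice had no reads on the gene, and the log2 fold change was 10.37. The replicate block gave 6.77. Reads of the human coding sequence and of the mouse gene are not told apart in these counts. Table S6 lists 1 recurrent nucleotide change between these positions, at 147306965, but the counts do not show which reads carry it.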

### 3.3 CDX2 interferes with TGF‐β signaling to perturb the maturation of monoblasts

Although ectopic CDX2 is expected to alter numerous cellular and molecular functions, RNAseq analysis identified BMP and activin membrane‐bound inhibitor (*Bambi*) among the genes with the strongest stimulation in the leukemia cells of *MxCDX2* mice (Fig. 5A). It was confirmed by RT‐qPCR in an independent series of control (*n* = 6) and *MxCDX2* (*n* = 7) animals (Fig. 5B). 

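*Bambi* (ENSMUSG00000024232) lies on the plus strand of chromosome 18 from 3507923 to 3516404 (GRCm38). Control mice had 158, 115 and 172 normalized counts and *MxCDX2* mice 2082, 2413 and 2443. The means were 149 ± 29.8 (SD, n = 3) and 2312 ± 200.4 (SD, n = 3), a log2 fold change of 3.96 (standard error 0.20, adjusted p = 0.000696 from edgeR's quasi-likelihood test). Every *MxCDX2* mouse was above every control mouse (exact permutation test, two-sided p = 0.10, the smallest that 3 mice against 3 allow). Leaving out each mouse in turn kept the log2 fold change between 3.80 and 4.10. The replicate block gave 3.97 (adjusted p = 0.0056). By p-value *Bambi* was 6th of the 734 upregulated genes, and by log2 fold change it was 81st. The paper's reported value in Table S3 is a log2 fold change of 3.97.

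**Figure D2:**
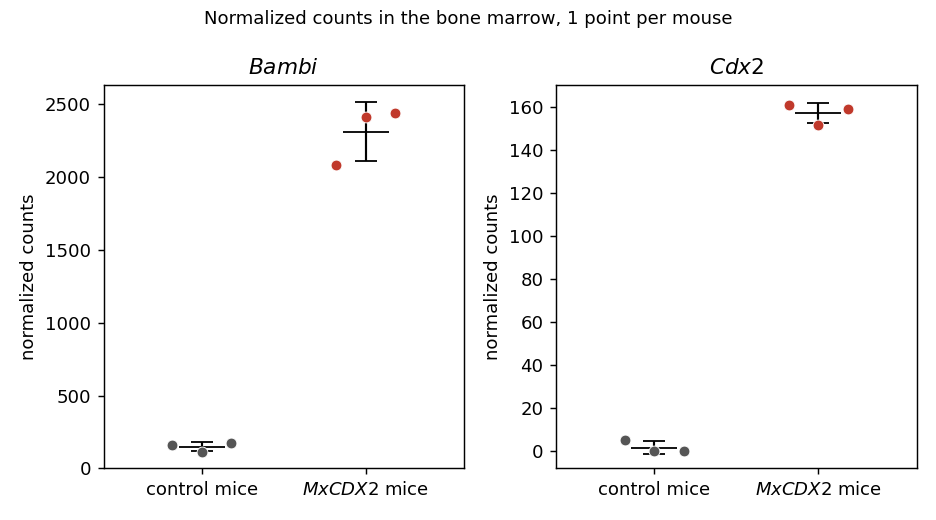
Normalized counts (y axis) of *Bambi* (left) and *Cdx2* (right) in the bone marrow of 3 control and 3 *MxCDX2* mice. Points are mice, horizontal lines are means and error bars are 1 SD. The *MxCDX2* mice lie between 2082 and 2443 for *Bambi*, and the control mice between 115 and 172.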

The BAMBI protein is a nonsignaling pseudoreceptor of the TGFBR family that represses the TGF‐β pathway [33]. To investigate whether the overexpression of BAMBI may contribute to the malignant phenotype in *MxCDX2* mice, we first investigated the direct effect of CDX2 on the expression of the *Bambi* gene. In human acute myeloid leukemia cells K562, CDX2 overexpression by transfection with the plasmid pFlag‐CDX2 increased the level of endogenous *BAMBI* mRNA (Fig. 5C) and also the activity of the [−3384/+82] human *BAMBI* gene promoter [16], as shown in luciferase reporter assays (Fig. 5D). *In* *silico* analysis revealed two consensus CDX‐type binding sites within a 300 bp segment conserved between human and mice (80% sequence identity) and located, respectively, 560 and 805 bp upstream of the human and mouse *BAMBI* transcription start site. Chromatin immunoprecipitation (ChIP) with anti‐CDX2 antibody demonstrated the occupancy of both CDX‐type sites by the CDX2 protein in pFlag‐CDX2‐transfected K562 cells unlike cells transfected with the control plasmid pFlag (Fig. 5Ea). Moreover, the corresponding sites in the mouse *Bambi* gene promoter were also occupied by CDX2 *in vivo* in bone marrow cells of *MxCDX2* compared with control littermates (Fig. 5Eb).

**Fig. 5:**
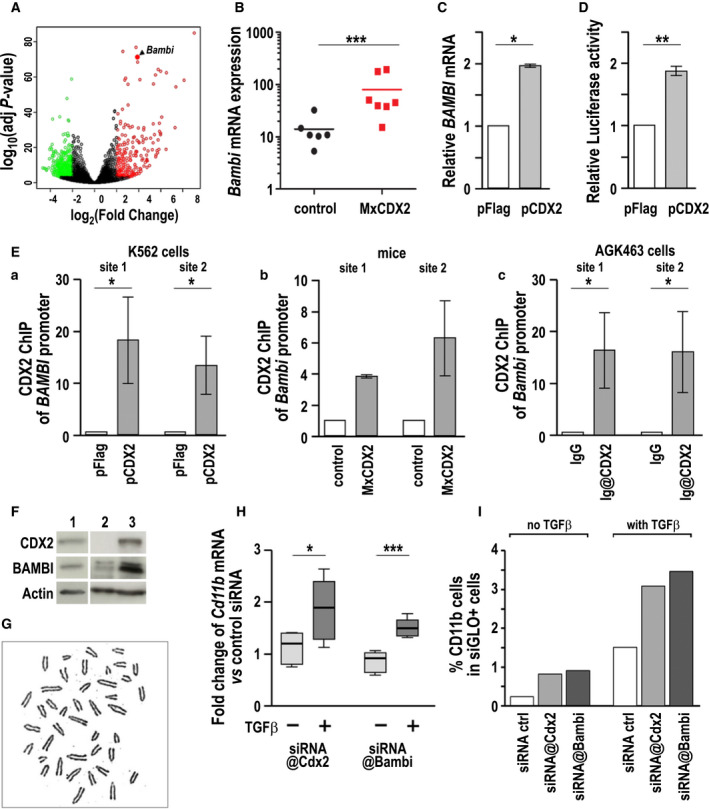
Involvement of BAMBI in the oncogenic effect of CDX2. (A) Volcano plot of the differentially expressed genes in the bone marrow of *MxCDX2* compared with control littermates. Red: upregulated genes; green downregulated genes. The position of *Bambi* is indicated. (B) Comparative expression of the *Bambi* gene by RT‐qPCR in *MxCDX2* (*n* = 7) and control mice (*n* = 6). Bars represent means, ***P < 0.001. (C) Expression of the *BAMBI* gene in human K562 cells transfected with the pFlag‐CDX2 plasmid compared to cells transfected with the control pFlag vector. *n* = 3; data are given means with SEM. *P < 0.02. (D) Luciferase activity produced by pBAMBI‐Luc in human K562 cells transfected with pFlag‐CDX2 or with pFlag. *n* = 9; data are given means with SEM. **P < 0.01. (E) CDX2 chromatin immunoprecipitation of *BAMBI* promoter fragments overlapping the CDX‐type DNA‐binding sites 1 and 2 (a) in human K562 cells transfected with pFlag‐CDX2 vs pFlag (*n* = 5), (b) in bone marrow cells of *MxCDX2* vs control mice (*n* = 2), and (c) in mouse AGK463 nuclear extracts immunoprecipitated with anti‐CDX2 antibodies or with control IgG (*n* = 5). Data are given means with SEM. *P < 0.05. (F) Expression of the CDX2 and BAMBI proteins by western blot in AGK463 cells (lane 1) in comparison with the bone marrow of control and *MxCDX2* mice (respectively, lanes 2 and 3). (G) Karyotype analysis revealing supernumerary chromosomes (*n* = 41) in the AGK463 cell line. (H) Relative *Cd11b* mRNA expression in AGK463 cells transfected with siRNA@CDX2 or siRNA@Bambi compared with control siRNA, in the absence or presence of TGF‐β (*n* = 9). Boxes extend from 25th to 75th percentile, and whiskers represent mean to max. *P < 0.05; ***P < 0.001. (I) Proportion of CD11b^+^ cells among siGLO^+^ AGK463 cells transfected with siGLO and the indicated siRNA, and treated or not with TGF‐β.

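Among genes with a mean of at least 100 normalized counts and complete separation of the groups, the 3 largest rises were those of *Vmn2r26*, a vomeronasal receptor gene on chromosome 6, *Erv3*, an endogenous retroviral sequence on chromosome 2, and *H19*, an imprinted noncoding RNA gene on chromosome 7. *Vmn2r26* rose from 6.37 ± 1.15 (SD, n = 3) to 6343 ± 3266 (SD, n = 3) normalized counts, *Erv3* from 0.30 ± 0.53 (SD, n = 3) to 352 ± 110 (SD, n = 3), and *H19* from 4.37 ± 2.69 (SD, n = 3) to 2543 ± 1174 (SD, n = 3). Their log2 fold changes were 9.96, 9.55 and 9.11, with standard errors of 0.56, 0.69 and 0.62 and adjusted p-values of 0.00077, 0.00123 and 0.00115 (edgeR's quasi-likelihood test). The names of *Vmn2r26* and *Erv3* belong to families of similar sequences, between which the authors' counting could have split reads. The 3 largest falls were those of *Npas4* (-6.31), *Nlrp6* (-6.23) and *Mpig6b* (-5.58), with adjusted p-values of 0.0175, 0.0223 and 0.0309. These falls varied more between mice. *Nlrp6* had 774 normalized counts in the wild-type control mouse and 66.4 and 56.6 in the other control mice, and *Mpig6b* had 6035 against 662 and 526. Without the wild-type mouse, the log2 fold changes of *Npas4*, *Nlrp6* and *Mpig6b* were -5.60, -3.93 and -3.55. The 3 genes passed the thresholds in 4, 3 and 4 of the 6 fits that left out 1 mouse. In the fit with the replicate block, the log2 fold changes of the 6 genes were 9.92, 9.62, 9.09, -5.81, -5.60 and -5.25, in the same order.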

Next, advantage was taken from the replating potential of *MxCDX2* bone marrow cells to derive a cell line, named AGK463. This cell line expressed the CDX2 and BAMBI proteins (Fig. 5F), exhibited a monoblastic phenotype, and showed aneuploidy (*n* = 41 chromosomes, Fig. 5G), in line with the genome instability mentioned above in bone marrow cells of *MxCDX2* mice. Anti‐CDX2 ChIP also demonstrated the binding of the CDX2 protein on both CDX‐type binding sites of the *Bambi* promoter in AGK463 cells (see Fig. 5Ec). These cells were used to investigate the effect of CDX2 and BAMBI on their differentiation potential in response to TGF‐β. For this purpose, cells were transfected with control siRNA or with siRNA@CDX2 or siRNA@Bambi, which decreased by twofold the corresponding mRNA levels. As shown in Fig. 5H, in the absence of TGF‐β, the level of *Cd11b* mRNA was poorly affected in cells transfected with either siRNA@CDX2 or siRNA@Bambi compared with control siRNA. On the contrary, when TGF‐β was added in the culture medium, decreasing the level of *CDX2* transcript with siRNA@CDX2 stimulated *Cd11b* expression. Moreover, *Cd11b* expression was also stimulated upon TGF‐β signaling activation in the CDX2‐expressing AGK463 cells transfected with siRNA@Bambi. By cytometry, the proportion of AGK463 cells expressing CD11b at the membrane increased by transfection with siRNA@CDX2 or siRNA@Bambi, and the increase was further strengthened after TGF‐β treatment (Fig. 5I). Thus, one of the effects of CDX2 is to jeopardize the TGF‐β‐dependent maturation of monocytes through its stimulatory effect of the expression of the TGF‐β signaling inhibitor BAMBI. BAMBI represents a mediator of the oncogenic potential of CDX2 in hematopoietic cells by compromising the impact of TGF‐β on monocyte differentiation.

## 4 Conclusion

In conclusion, this study shows that the ectopic expression of *CDX2* in the hematopoietic lineage triggers acute leukemia associated with genome instability and profound changes in gene expression patterns. The malignant phenotype observed here is more drastic and penetrant than in a recent model leading predominantly to myelodysplasia by targeting CDX2 selectively in hematopoietic stem cells [10], likely because the induction of CDX2 driven by the *Mx1Cre* allele affects more cells of the hematopoietic lineage than only stem cells. Previous studies have shown that the proliferation of acute myeloid leukemia cells is compromised when *CDX2* is knocked down, and, conversely, that inducing *Cdx2* *ex vivo* in hematopoietic progenitors increases self‐renewal [8]. The present data are in line with these observations, and they further show that CDX2 also introduces a bias in hematopoiesis in favor of the myeloid lineage, while compromising the maturation of monocytes through its stimulatory effect on a negative regulator of the TGF‐β signaling pathway, BAMBI. Thus, unlike its tumor suppressor activity at its physiological site of expression, the gut, the *CDX2* homeobox gene is oncogenic in the ectopic setting of the hematopoietic lineage. Although these puzzling effects are far from being completely understood, they highlight the context‐dependent function of this gene. A context‐dependent activity of CDX2 has already been described regarding its nontranscriptional activity on DNA repair between colon cancer and leukemia cells [18]. Recent studies highlighting the role of CDX2 in the maintenance of open chromatin domains also allow anticipating a context‐dependent effect of this homeoprotein at the transcriptional level [34, 35], since the ultimate effect of keeping open chromatin regions depends on the specific repertoire of DNA‐binding factors able to interact with these regions in each particular cell type. Besides, we have previously reported that the level of CDX2 has an impact on the cellular and molecular microenvironment in the intestinal epithelium [4], and the present study shows that it also has an effect on the way leukemia cells respond to an extracellular signaling molecule, namely TGF‐β. Because of the complexity of TGF‐β signaling with regard to the number of members of this pathway and to its connection with other pathways, further studies are needed to thoroughly explore how CDX2 interferes with them. Yet, these data underscore the role played by CDX2 as a major actor of the crosstalk with the extracellular microenvironment in both physiological and pathological situations.

## Author contributions

CD‐D, ID, and J‐NF conceived the study, analyzed the results, and wrote the manuscript. CD‐D, KH, YG, and AG performed animal, cellular, and molecular studies. VG performed sequencing and transcriptomic data analysis. EM, CE, and MT helped in immunohistochemistry, cytometry, and serial replating experiments, respectively. LM, LV, and M‐PC performed pathological evaluation of the bone marrow smears and organs at the Hematology Laboratory and at the Pathology Department of the University Hospital of Strasbourg.

## Conflict of interest

The authors declare no conflict of interest.

## Supporting information

**Fig. S1**. Proportion of the predicted consequences of the recurrent mutational changes observed in MxCDX2 mice. Click here for additional data file.

**Table S1**. Primers, probes and siRNA. Click here for additional data file.

**Table S2**. List of antibodies used for flow cytometry. Click here for additional data file.

**Table S3**. Differentially‐expressed genes in the bone marrow of *MxCDX2* mice compared to control littermates. Click here for additional data file.

**Table S4**. Differentially‐expressed genes for DNA binding/Transcription Regulatory Factors. Click here for additional data file.

**Table S5**. Combined analysis of DNA‐binding sites in promoter of hematopoietic transcription factors and their respective deregulated expression. Click here for additional data file.

**Table S6**. Recurrent nucleotide changes in the transcribed sequences of *MxCDX2* mice compared to control littermates. Click here for additional data file.

**Table S7**. Prediction of the consequences of the nucleotide changes in *MxCDX2* mice. Click here for additional data file.

## Data Availability

RNAseq data have been deposited in the GEO database under the accession number GSE120487.

## References

[1] ChawengsaksophakK (2019) Cdx2 animal models reveal developmental origins of cancers. Genes (Basel) 10: 928.10.3390/genes10110928PMC689582731739541

[2] AokiK, KakizakiF, SakashitaH, ManabeT, AokiM & TaketoMM (2011) Suppression of colonic polyposis by homeoprotein CDX2 through its nontranscriptional function that stabilizes p27Kip1. Cancer Res 71, 593–602.2122434410.1158/0008-5472.CAN-10-2842

[3] BonhommeC, DulucI, MartinE, ChawengsaksophakK, ChenardMP, KedingerM, BeckF, FreundJN & Domon‐DellC (2003) The Cdx2 homeobox gene has a tumour suppressor function in the distal colon in addition to a homeotic role during gut development. Gut 52, 1465–1471.1297014010.1136/gut.52.10.1465PMC1773830

[4] BalbinotC, ArmantO, ElarouciN, MarisaL, MartinE, De ClaraE, OneaA, DeschampsJ, BeckF, FreundJ‐N*et al*. (2018) The Cdx2 homeobox gene suppresses intestinal tumorigenesis through non‐cell‐autonomous mechanisms. J Exp Med215, 911–926.2943900110.1084/jem.20170934PMC5839756

[5] SakamotoN, FengY, StolfiC, KurosuY, GreenM, LinJ, GreenME, SentaniK, YasuiW, McMahonM*et al*. (2017) BRAFV600E cooperates with CDX2 inactivation to promote serrated colorectal tumorigenesis. Elife6, e20331.2807239110.7554/eLife.20331PMC5268782

[6] HryniukA, GraingerS, SavoryJGA & LohnesD (2014) Cdx1 and Cdx2 function as tumor suppressors. J Biol Chem 289, 33343–33354.2532008710.1074/jbc.M114.583823PMC4246091

[7] DarvishiM, MashatiP & KhosraviA (2018) The clinical significance of CDX2 in leukemia: a new perspective for leukemia research. Leuk Res 72, 45–51.3009657610.1016/j.leukres.2018.07.021

[8] SchollC, BansalD, DohnerK, EiwenK, HuntlyBJ, LeeBH, RuckerFG, SchlenkRF, BullingerL, DohnerH*et al*. (2007) The homeobox gene CDX2 is aberrantly expressed in most cases of acute myeloid leukemia and promotes leukemogenesis. J Clin Invest117, 1037–1048.1734768410.1172/JCI30182PMC1810574

[9] ThoeneS, RawatVP, HeilmeierB, HosterE, MetzelerKH, HeroldT, HiddemannW, GokbugetN, HoelzerD, BohlanderSK*et al*. (2009) The homeobox gene CDX2 is aberrantly expressed and associated with an inferior prognosis in patients with acute lymphoblastic leukemia. Leukemia23, 649–655.1915883710.1038/leu.2008.355

[10] VuT, StraubeJ, PorterA, BywaterM, SongA, LingV, CooperL, PaliG, BruedigamC, JacquelinS*et al*. (2020) Hematopoietic stem and progenitor cell‐restricted Cdx2 expression induces transformation to myelodysplasia and acute leukemia. Nat Commun15, 3021.10.1038/s41467-020-16840-2PMC729600032541670

[11] BatallerA, Montalban‐BravoG, SoltysiakK & Garcia‐ManeroG (2019) The role of TGFβ in hematopoiesis and myeloid disorders. Leukemia 3, 1076–1089.10.1038/s41375-019-0420-1PMC1178962130816330

[12] BlankU & KarlssonS (2015) TGF‐β signaling in the control of hematopoietic stem cells. Blood 125, 3542–3550.2583396210.1182/blood-2014-12-618090

[13] GrallE, GourainV, NaïrA, MartinE, BirlingM‐C, FreundJ‐N & DulucI (2019) Severe head dysgenesis resulting from imbalance between anterior and posterior ontogenetic programs. Cell Death Dis 10, 812.3164923910.1038/s41419-019-2040-0PMC6813351

[14] KuhnR, SchwenkF, AguetM & RajewskyK (1995) Inducible gene targeting in mice. Science 269, 1427–1429.766012510.1126/science.7660125

[15] BalbinotC, VanierM, ArmantO, NairA, PenichonJ, SoretC, MartinE, SaandiT, ReimundJ‐M, DeschampsJ*et al*. (2017) Fine‐tuning and autoregulation of the intestinal determinant and tumor suppressor homeobox gene CDX2 by alternative splicing. Cell Death Differ24, 2173–2186.2886270310.1038/cdd.2017.140PMC5686355

[16] SekiyaT, AdachiS, KohuK, YamadaT, HiguchiO, FurukawaY, NakamuraY, NakamuraT, TashiroK, KuharaS*et al*. (2004) Identification of BMP and activin membrane‐bound inhibitor (BAMBI), an inhibitor of transforming growth factor‐beta signaling, as a target of the beta‐catenin pathway in colorectal tumor cells. J Biol Chem279, 6840–6846.1466057910.1074/jbc.M310876200

[17] LozzioCB & LozzioBB (1975) Human chronic myelogenous leukemia cell‐line with positive Philadelphia chromosome. Blood 45, 321–334.163658

[18] RenoufB, SoretC, SaandiT, DelalandeF, MartinE, VanierM, DulucI, GrossI, FreundJ‐N & Domon‐DellC (2012) Cdx2 homeoprotein inhibits non‐homologous end joining in colon cancer but not in leukemia cells. Nucleic Acids Res 40, 3456–3469.2218910510.1093/nar/gkr1242PMC3333856

[19] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, BatutP, ChaissonM & GingerasTR (2013) STAR: ultrafast universal RNA‐seq aligner. Bioinformatics 29, 15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[20] AndersS, PylPT & HuberW (2015) HTSeq–a Python framework to work with high‐throughput sequencing data. Bioinformatics 31, 166–169.2526070010.1093/bioinformatics/btu638PMC4287950

[21] LoveMI, HuberW & AndersS (2014) Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol 15, 550.2551628110.1186/s13059-014-0550-8PMC4302049

[22] HuangDW, ShermanBT & LempickiRA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4, 44–57.1913195610.1038/nprot.2008.211

[23] HeinzS, BennerC, SpannN, BertolinoE, LinYC, LasloP, ChengJX, MurreC, SinghH & GlassCK (2010) Simple combinations of lineage‐determining transcription factors prime cis‐regulatory elements required for macrophage and B cell identities. Mol Cell 38, 576–589.2051343210.1016/j.molcel.2010.05.004PMC2898526

[24] KhanA, FornesO, StiglianiA, GheorgheM, Castro‐MondragonJA, van der LeeR, BessyA, ChènebyJ, KulkarniSR, TanG*et al*. (2018) JASPAR 2018: update of the open‐access database of transcription factor binding profiles and its web framework. Nucleic Acids Res46, D260–D266.2914047310.1093/nar/gkx1126PMC5753243

[25] BaileyT, JohnsonJ, GrantC & NobleW (2015) The MEME suite. Nucleic Acids Res 43, W39–W49.2595385110.1093/nar/gkv416PMC4489269

[26] Van der AuweraGA, CarneiroMO, HartlC, PoplinR, Del AngelG, Levy‐MoonshineA, JordanT, ShakirK, RoazenD, ThibaultJ*et al*. (2013) From FastQ data to high confidence variant calls: the Genome Analysis Toolkit best practices pipeline. Curr Protoc Bioinformatics43, 11.10.1–11.10.33.2543163410.1002/0471250953.bi1110s43PMC4243306

[27] PoplinR, Ruano‐RubioV, DePristoMA, FennellTJ, CarneiroMO, Van der AuweraGA, KlingDE, GauthierLD, Levy‐MoonshineA, RoazenD*et al*. (2017) Scaling accurate genetic variant discovery to tens of thousands of samples. bioRxiv [PREPRINT].

[28] McLarenW, GilL, HuntSE, RiatHS, RitchieGRS, ThormannA, FlicekP & CunninghamF (2016) The ensembl variant effect predictor. Genome Biol 17, 122.2726879510.1186/s13059-016-0974-4PMC4893825

[29] DegasperiA, AmaranteTD, CzarneckiJ, ShooterS, ZouX, GlodzikD, MorganellaS, NandaAS, BadjaC, KohG*et al*. (2020) A practical framework and online tool for mutational signature analyses show inter‐tissue variation and driver dependencies. Nat Cancer1, 249–263.3211820810.1038/s43018-020-0027-5PMC7048622

[30] ZouX, KohGCC, NandaAS, DegasperiA, UrgoK, RoumeliotisTI, AguCA, SideL, BriceG, Perez‐AlonsoV*et al*. (2020) Dissecting mutational chanisms underpinning signatures caused by replication errors and endogenous DNA damage. bioRxiv [PREPRINT].10.1038/s43018-021-00200-0PMC761104534164627

[31] FriedmanAD (2007) C/EBPα Induces PU.1 and interacts with AP‐1 and NF‐κB to regulate myeloid development. Blood Cells Mol Dis 39, 340–343.1766967210.1016/j.bcmd.2007.06.010PMC2083642

[32] KurotakiD, OsatoN, NishiyamaA, YamamotoM, BanT, SatoH, NakabayashiJ, UmeharaM, MiyakeN, MatsumotoN*et al*. (2013) Essential role of the IRF8‐KLF4 transcription factor cascade in murine monocyte differentiation. Blood121, 1839–1849.2331957010.1182/blood-2012-06-437863PMC3591803

[33] OnichtchoukD, ChenY, DoschR, GawantkaV, DeliusH, MassaguéJ & NiehrsC (1999) Silencing of TGF‐beta signalling by the pseudoreceptor BAMBI. Nature 401, 480–485.1051955110.1038/46794

[34] SaxenaM, RomanAKS, O’NeillNK, SulahianR, JadhavU & ShivdasaniRA (2017) Transcription factor‐dependent “anti‐repressive” mammalian enhancers exclude H3K27me3 from extended genomic domains. Genes Dev 31, 2391–2404.2932117810.1101/gad.308536.117PMC5795785

[35] VerziMP, ShinH, San RomanAK, LiuXS & ShivdasaniRA (2013) Intestinal master transcription factor CDX2 controls chromatin access for partner transcription factor binding. Mol Cell Biol 33, 281–292.2312981010.1128/MCB.01185-12PMC3554120

# Supplementary material for: CDX2 expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition
**Source:** Mol Oncol. 2021 Jun 26;15(9):2318–29. doi: 10.1002/1878-0261.12982
**Supplement:** Supplementary file 1 — Fig. S1. Proportion of the predicted consequences of the recurrent mutational changes observed in MxCDX2 mice.

## Figure S1

Proportion of the predicted consequences of the recurrent mutational changes observed in *MxCDX2* mice.

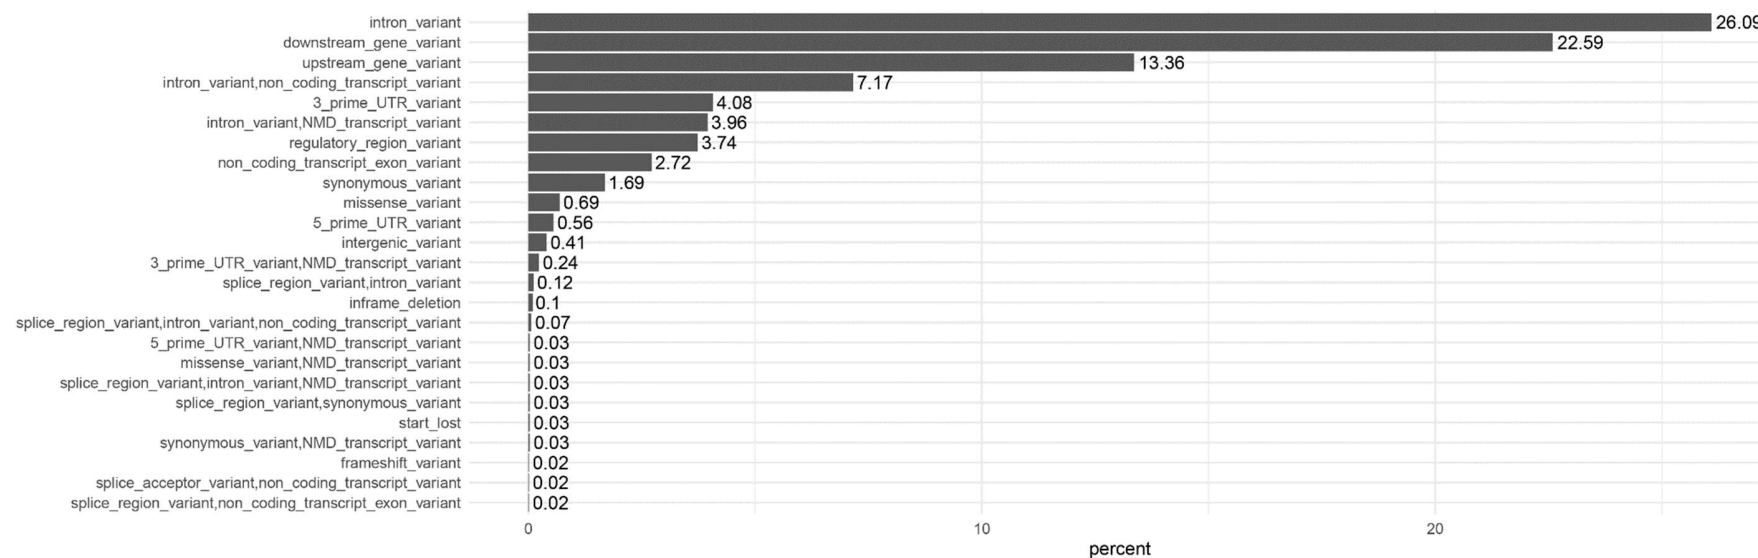

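Table S7 gives a line for each predicted consequence of a change on each transcript, so that 1 change can have many lines. Its text holds 4673 lines for 959 loci. Of the lines, 1973 (42.2%) place the change in an intron, 1144 downstream and 722 upstream of a gene. Another 245 lie in a 3′ untranslated region, 102 are synonymous and 39 are missense. The table also gives the identifier of a catalogued variant at the same place where there is one, and 883 of the 959 loci (92.1%) have one.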

Data represented here are plotted from the column "Consequence" of the Supplementary Table S7.

# Supplementary material for: CDX2 expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition
**Source:** Mol Oncol. 2021 Jun 26;15(9):2318–29. doi: 10.1002/1878-0261.12982
**Supplement:** Supplementary file 2 — Table S1. Primers, probes and siRNA.

**Table S1**

Primers, probes and siRNA.

| **Genotyping** | **5’>3’ primer sequences** | **Supplier** |
| --- | --- | --- |
| RsCDX2-F | GTGGTTTGTCCAAACTCATCA | Invitrogen |
| RsCDX2-R | CACGTGGTAACCGCCGTAGTC | Invitrogen |
| Mx1Cre-F | CGGTCGATGCAACGAGTGATGAGG | Invitrogen |
| Mx1Cre-R | CCAGAGACGGAAATCCATCGCTCG | Invitrogen |
| **ChIP** | **5’>3’ primer sequences** |  |
| mBambi_S1_F | TCATCTCCATCTTGGTTCCTTTAGG | Invitrogen |
| mBambi_S1_R | GACCTGATCAATATCAGTCCCACAG | Invitrogen |
| mBambi_S2_F | CGTTAAGTGTCTCTAGCAGGCTCC | Invitrogen |
| mBambi_S2_R | GGAGTAGGGTGCACATAGTCAAGAAG | Invitrogen |
| hBambi_S1_F | CTACAGCAAGACCACCTTGAGTACCT | Invitrogen |
| hBambi_S1_R | CTGACCCTGATCAATATCAGCCC | Invitrogen |
| hBambi_S2_F | GAGAACCTAGCGGCTCCTAACGG | Invitrogen |
| hBambi_S2_R | TGGGGTCTGCATTCAGCCTTC | Invitrogen |
| **TaqMan Probes** | **Reference** |  |
| mCdx2 | Mm01212280_m1 | Applied Biosystems |
| mBambi | Mm01238922_g1 | Applied Biosystems |
| mITGAM/Cd11b | Mm00434455_m1 | Applied Biosystems |
| mTbp | Mm00446973_m1 | Applied Biosystems |
| hCDX2 | Hs00230919_m1 | Applied Biosystems |
| hBambi | Hs03044164_m1 | Applied Biosystems |
| hTBP | Hs00427620_m1 | Applied Biosystems |
| **siRNA** | **Reference** |  |
| si@CDX2 | Silencer® Select, ID=s2876 | Ambion |
| si@Bambi | Silencer® Select,ID=s86069 | Ambion |
| siControl | Silencer® Select Negative Control #2 | Ambion |
| siGLO | siGLO RISC-Free Control | Horizon Perkin-Elmer |

# Supplementary material for: CDX2 expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition
**Source:** Mol Oncol. 2021 Jun 26;15(9):2318–29. doi: 10.1002/1878-0261.12982
**Supplement:** Supplementary file 3 — Table S2. List of antibodies used for flow cytometry.

**Table S2**

List of antibodies used for flow cytometry.

| **Antibody** | **Format** | **Clone** | **Supplier** |
| --- | --- | --- | --- |
| B220 | Biotin | RA3-6B2 | e-biosciences |
| B220 | PE-Cy7 | RA3-6B2 | e-biosciences |
| BP1 | FITC | 6C3 | BD Biosciences |
| CD3 | Biotin | 145-2C11 | e-biosciences |
| CD3 | PerCP-Cy5.5 | 145-2C11 | Biolegend |
| CD4 | APC-H7 | GK1.5 | BD Biosciences |
| CD4 | Biotin | GK1.5 | BioLegend |
| CD8 | Alexa 700 | 53‐6.7 | e-Biosciences |
| CD8 | APC-eFluor780 | 53-6.7 | e-Biosciences |
| CD8 | Biotin | 53-6.7 | e-biosciences |
| CD11b | Biotin | M1/70 | e-biosciences |
| CD11b (Mac-1) | PerCP-Cy5.5 | M1/70.15 | e-Biosciences |
| CD11b | FITC | ICRF44 | BD Biosciences |
| CD11c | APC | N418 | e-Biosciences |
| CD11c | Biotin | N418 | e-biosciences |
| CD16/CD32 | APC-Cy7 | 2.4G2 | BD Biosciences |
| CD16/CD32 | purified | 2.4G2 | BD Biosciences |
| CD19 | PerCP-Cy5.5 | 1D3 | BD Biosciences |
| CD24 | Biotin | 30-F1 | Souther Biotech |
| CD34 | FITC | RAM34 | BD Biosciences |
| CD43 | PE | S7 | BD Biosciences |
| CD44 (Pgp-1) | PE-CF594 | IM7.8.1 | BD Biosciences |
| CD48 | APC | HM48-1 | eBiosccience |
| CD49b | Biotin | DX5 | e-biosciences |
| CD62L | FITC | MEL-14 | BD Biosciences |
| CD71 | BV 605 | C2 | BD Biosciences |
| CD93 (AA4.1) | APC | AA4.1 | eBiosccience |
| CD117(cKit) | APC | 2B8 | e-biosciences |
| CD117(cKit) | APC-Cy7 | 2B8 | BioLegend |
| CD127 | PE-CF594 | SB/99 | BD Biosciences |
| CD135 (Flt-3) | PE | A2F10.1 | e-biosciences |
| CD150 | PerCP-Cy5.5 | TC15-12F12.2 | BioLegend |
| Gr-1 | Biotin | RB6-8C5 | e-biosciences |
| IgM | Cy5 | n.a. | Southern Biotech |
| Ly-6C | Alexa 700 | Al-21 | BD Biosciences |
| Ly-6G (Gr-1) | eFluor® 450NC | RB6‐8C5 | e-Biosciences |
| Sca1 | PE-Cy7 | D7 | BD Biosciences |
| Siglec-F | PE | E50-2440 | BD Biosciences |
| Streptavidine | Alexa 405 |  | Invitrogen |
| Streptavidine | PE-Cy7 |  | BD Biosciences |
| TER-119 | PE | TER-119 | BD Biosciences |
| TER-119 (Ly-76) | Biotin | TER-119 | eBioscciences |

# Supplementary material for: CDX2 expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition
**Source:** Mol Oncol. 2021 Jun 26;15(9):2318–29. doi: 10.1002/1878-0261.12982
**Supplement:** Supplementary file 4 — Table S3. Differentially‐expressed genes in the bone marrow of MxCDX2 mice compared to control littermates.

**Table S3**

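Table S3 gives a log2 fold change, an adjusted p-value and 6 normalized values per gene, for 2935 genes, 881 with a positive and 2054 with a negative log2 fold change. Its values equal the deposited counts divided by 1 constant per mouse, between 0.788 and 1.156, which are DESeq2's size factors. The columns of *MxCDX2* mice 1, 2 and 3 hold the mice with these numbers in the sample labels. The first control column holds the *Mx1Cre* mouse (control 2), the second the *RsCDX2* mouse (control 1) and the third the wild-type mouse. Of the 2935 genes, 2754 were tested with edgeR and also had an adjusted p-value from DESeq2 here. All 2754 had the same direction of change with edgeR as in Table S3, and the median absolute difference in log2 fold change was 0.006. Matched by identifier, the thresholds were passed by 2164 of the 2935 genes with edgeR and by 2891 with DESeq2. In turn, 13 genes passed with edgeR and 9 with DESeq2 whose identifiers Table S3 does not list. Mouse *Cdx2* is counted among these in both cases, because its row in Table S3 carries a human identifier.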

Differentially-expressed genes in the bone marrow of *MxCDX2* mice compared to control littermates.

# Supplementary material for: CDX2 expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition
**Source:** Mol Oncol. 2021 Jun 26;15(9):2318–29. doi: 10.1002/1878-0261.12982
**Supplement:** Supplementary file 5 — Table S4. Differentially‐expressed genes for DNA binding/Transcription Regulatory Factors.

**Table S4**

Differentially-expressed genes for DNA binding / Transcription Regulatory Factors. Transcription factors genes involved in hematopoiesis and leukemogenesis are underlined.

AFF3

AHR

ALX4

ARHGAP22

ARRB1

ATF3

ATF7

ATOH8

BATF2

BCL11A

BEND5

BEND6

BHLHE40

BTG2

CARHSP1

CBFA2T3

CBX7

CCND1

CDX2

CEBPA

CHD5

CITED4

CITED4

COPRS

CR2

CREB3L2

CREB3L3

CSRP3

CTNND2

CUX2

CXXC5

DMRTB1

DPF3

DR1

E2F4

EAF2

EBF1

EBF3

EGR2

EHF

ELL2

ERBB2

ERN1

ESR1

ETS1

ETV5

EYA1

FHL2

FOSB

FOXC1

FOXO3

FOXQ1

FSTL3

GATA1

GATA2

GBX2

GFI1B

GLIS3

H2AFY2

HACE1

*HES1*

HES5

HES7

HESX1

HIF3A

HIP1

HIST1H1C

HIST1H1E

HIST1H2AC

HIST1H2BC

HIST1H2BE

HIST1H2BN

HIST1H2BP

HIST3H2BA

HIVEP2

HIVEP3

HLF

HMGA2

HMGB3

HNF4A

HOPX

HOXA10

HOXA7

HOXA9

HOXD3

HSF2

ID3

IFI204

IFI211

IKZF3

IRF5

IRF8

JUN

KCNIP3

KHDRBS3

KLF1

KLF15

KLF3

KLF4

KLF7

KLF8

L3MBTL1

LEF1

LHX1

LHX2

LIN28A

LMCD1

LPIN1

LPIN2

LPXN

MAPK11

MAPK12

MAPK13

MB21D1

MED12L

MEIS1

MGMT

MIER2

MITF

MSX1

MXD1

NCOR2

NDN

NEUROD4

NFIA

NKAPL

NKX2-1

NOSTRIN

NOTCH3

NPAS3

NPAS4

NR0B2

NR1H3

NR3C2

NUPR1

ORC1

OTUD7B

PADI4

PAWR

PAX5

PAX8

PAX9

PBX1

PCX

PHF11D

PHF19

POU2AF1

POU6F1

PPARGC1A

PRDM16

PRDM5

PRKAA2

PRKCB

PTPN14

PTPRN

RARG

RASL11A

RB1

RCOR2

RFX2

RNF10

RUNX1T1

SATB1

SATB2

SCML4

SEC14L2

SERTAD2

SETBP1

SMAD9

SNAI1

SOX12

SOX18

SOX6

SP7

SPHK1

SPIB

SPIC

ST18

STAT4

SYCP2

TAL1

TAL2

TBX6

TCF3

TCF7L2

TEAD1

TEAD2

TFDP2

TFEC

THRB

TRP53INP2

TRPS1

TSC22D1

TSHZ3

VOPP1

WTIP

WWTR1

XRCC5

YAP1

ZBP1

ZBTB18

ZBTB46

ZEB1

ZEB2

ZFP105

ZFP120

ZFP2

ZFP287

ZFP36L1

ZFP467

ZFP503

ZFP521

ZFP710

ZFP827

ZFP831

ZFP90

ZFPM1

ZHX2

ZKSCAN4

ZSCAN10

ZSCAN26

# Supplementary material for: CDX2 expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition
**Source:** Mol Oncol. 2021 Jun 26;15(9):2318–29. doi: 10.1002/1878-0261.12982
**Supplement:** Supplementary file 6 — Table S5. Combined analysis of DNA‐binding sites in promoter of hematopoietic transcription factors and their respective deregulated expression.

**Table S5**

Combined analysis of DNA-binding sites in promoter of hematopoietic transcription factors and their respective deregulated expression.

| **⮫** | | **Promoters** | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **CDX2** | **Ahr** | **Cebp**  ***** | **Egr2**  ***** | **Irf8**  ***** | **Jun**  ***** | **Klf4**  ***** | **E2f4**  ***** | **Ebf1** | **Foxo3** | **Gata1**  ***** | **Gata2** | **Gfi1b**  ***** | **Klf1**  ***** | **Meis1** | **Pbx1** | **Sox6**  ***** | **Tal1**  ***** | **Zfpm1**  ***** |  |
| **Transcription Factors** | **CDX2** |  | **1** |  |  | **1** | **1** |  | **0** |  | **0** |  |  |  |  | **0** |  |  |  |  |  |
|  | **Ahr** |  |  | **1** |  | **1** |  | **1** | **0** | **0** | **0** | **0** | **0** |  |  | **0** |  |  |  |  |  |
|  | **Cebpa *** |  |  |  |  |  |  |  |  |  |  |  |  | **0** |  |  |  |  |  |  |  |
|  | **Egr2 *** |  |  |  |  |  |  |  |  |  | **0** |  |  |  |  |  |  |  |  | **0** |  |
|  | **Irf8 *** |  | **1** | **1** |  | **1** |  |  | **0** |  |  |  |  | **0** |  |  |  |  |  |  |  |
|  | **Jun *** | **1** | **1** | **1** | **1** | **1** | **1** | **1** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** |  |
|  | **Klf4 *** | **1** | **1** | **1** | **1** | **1** | **1** | **1** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **0** |  | **0** | **0** |  |
|  | **E2f4 *** |  |  |  | **0** |  |  |  | **1** |  |  | **1** | **1** | **1** |  | **1** |  |  |  |  |  |
|  | **Ebf1** | **0** |  | **0** |  |  |  |  |  |  |  | **1** | **1** |  |  |  |  | **1** |  |  |  |
|  | **Foxo3** | **0** |  | **0** | **0** |  |  | **0** |  |  | **1** |  |  |  |  | **1** | **1** | **1** |  |  |  |
|  | **Gata1 *** |  |  |  | **0** |  | **0** |  | **1** | **1** |  | **1** | **1** | **1** | **1** |  | **1** |  | **1** |  |  |
|  | **Gata2** |  |  |  | **0** |  | **0** |  | **1** | **1** |  | **1** | **1** | **1** | **1** |  | **1** |  | **1** |  |  |
|  | **Gfi1b *** | **0** |  | **0** |  | **0** |  |  |  |  |  |  |  |  | **1** | **1** | **1** |  |  |  |  |
|  | **Klf1 *** | **0** |  | **0** |  |  | **0** |  | **1** |  |  | **1** | **1** | **1** |  | **1** |  |  |  | **1** |  |
|  | **Meis1** | **0** |  | **0** | **0** | **0** |  |  | **1** | **1** | **1** | **1** | **1** | **1** | **1** | **1** |  | **1** |  | **1** |  |
|  | **Pbx1** |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | **1** |  |  | **1** |  |
|  | **Sox6 *** |  | **0** |  | **0** | **0** |  | **0** | **1** | **1** | **1** | **1** | **1** | **1** |  | **1** |  | **1** | **1** | **1** |  |
|  | **Tal1 *** |  |  |  |  |  |  |  |  |  |  |  |  | **1** |  |  |  |  |  |  |  |
|  | **Zfpm1 *** |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |

The lines correspond to transcription factors involved in hematopoiesis, and the columns correspond to their respective gene promoters (-2000bp to +50bp with respect to the transcription start site). Green and red colors indicate transcription factors / gene promoters whose mRNA levels are respectively upregulated and downregulated in the bone marrow by ectopic *CDX2* expression in *MxCDX2* mice. A value of 1 is attributed when a given transcription factor and its putative target promoter correspond to genes whose expression levels change in the same way (both are upregulated or both are downregulated) in *MxCDX2* mice; a value of 0 is given when they change in opposite way.

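Of the filled cells of Table S5, 137 were compared, 77 with a value of 1 and 60 with a value of 0, in rows of 17 factors, CDX2 among them. The signs of the log2 fold changes from the deposited counts gave the same value in all 137 cells, with mouse *Cdx2* taken for CDX2. The paper set these values from the direction of change in the same mice, so the match is a check of reading and not independent evidence. In the row of CDX2, 6 promoters have a site, 3 of them (*Ahr*, *Irf8* and *Jun*) with the value 1 and 3 (*E2f4*, *Foxo3* and *Meis1*) with the value 0.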

The Circos plot representation of a subgroup (*) of this Table is shown in Figure 4C.

# Supplementary material for: CDX2 expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition
**Source:** Mol Oncol. 2021 Jun 26;15(9):2318–29. doi: 10.1002/1878-0261.12982
**Supplement:** Supplementary file 7 — Table S6. Recurrent nucleotide changes in the transcribed sequences of MxCDX2 mice compared to control littermates.

**Table S6**

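The nucleotide changes of Table S6 come from the aligned reads, which are not analysed here, and the values given here are read from the table. It lists 1001 changes with their position, reference and changed sequence and gene. Of these, 647 are transitions (64.6%), 267 are transversions (26.7%) and 87 are insertions or deletions (8.69%). The 1001 changes carry 496 different gene identifiers. They were unevenly placed, with 167 on chromosome 18, 141 on chromosome 14, 135 on chromosome 5 and 110 on chromosome 4, against 13 on chromosome 1 and 1 on chromosome 13. In windows of 10 Mb, the 10 fullest of the 115 windows with any change held 444 of the changes (44.4%). The fullest window, on chromosome 8 from 80 to 90 Mb, held 71 changes in 30 genes.

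**Figure D3:**
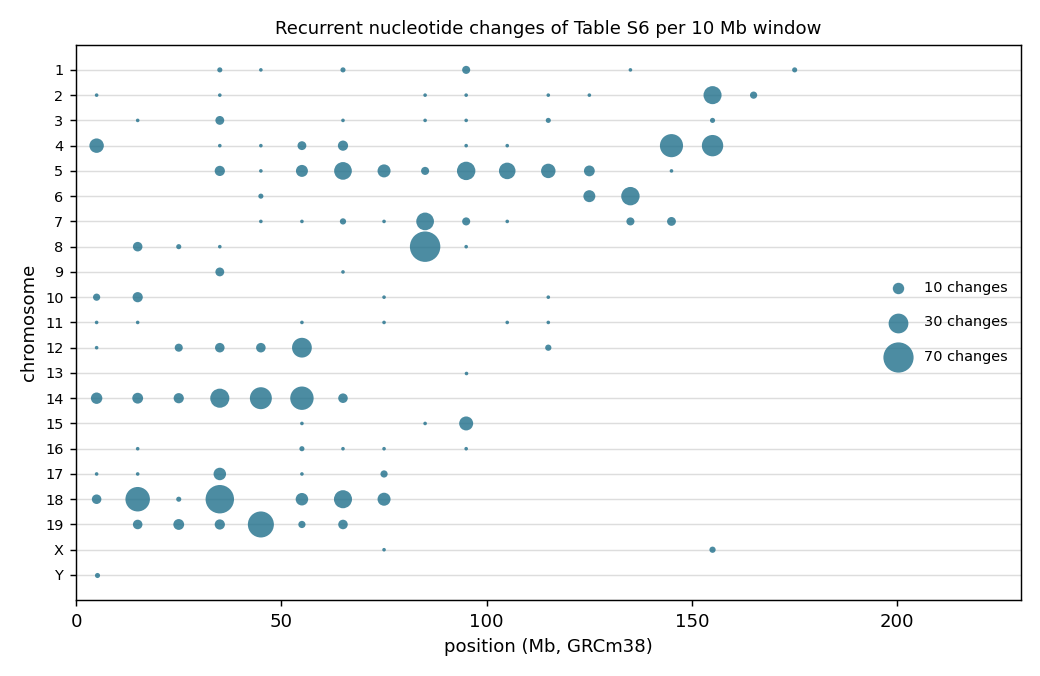
Recurrent nucleotide changes of Table S6 per window of 10 Mb. The x axis is the position in Mb (GRCm38), each line is a chromosome, and the area of a circle is the number of changes in the window. The largest circle is the window of chromosome 8 with 71 changes.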

Recurrent nucleotide changes in the transcribed sequences of *MxCDX2* mice compared to control littermates.

# Supplementary material for: CDX2 expression in the hematopoietic lineage promotes leukemogenesis via TGFβ inhibition
**Source:** Mol Oncol. 2021 Jun 26;15(9):2318–29. doi: 10.1002/1878-0261.12982
**Supplement:** Supplementary file 8 — Table S7. Prediction of the consequences of the nucleotide changes in MxCDX2 mice.

**Table S6**Prediction of the consequences of the nucleotide changes in *MxCDX2* mice

## cla1 RF

## cla1 RF

[illegible]

clal\_RF

How the deposited data were processed for this re-analysis (not part of the article)

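The data were RNA-seq counts from the bone marrow of 3 *MxCDX2* mice and 3 control mice, 6 weeks after poly(I:C). The authors aligned the reads with STAR (version 2.5) to the mouse genome GRCm38 and counted them per gene with HTSeq (version 0.6.1), and they deposited the raw counts of each mouse, without normalization. The methods name Ensembl release 90. The files hold mouse gene identifiers only, so reads of the human *CDX2* coding sequence were counted, if at all, on mouse *Cdx2*. Conditions came from the sample labels and the methods, which together name 1 *RsCDX2*, 1 *Mx1Cre* and 1 wild-type control mouse. Replicate numbers were those of the labels.

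Symbols and positions were taken from GENCODE M21 (GRCm38), and 21 further identifiers were named from Table S3. Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, the default filterByExpr rule, glmQLFit and glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method over the 15980 tested genes. Differentially expressed genes had an absolute log2 fold change above 1 and an adjusted p-value below 0.05, as in the methods. The standard error of a log2 fold change was derived from its quasi-likelihood F statistic. DESeq2 1.42.0, with and without a prior on the log2 fold change, and limma 3.58.1 (voom) were alternatives, and marker lists were tested with camera at an inter-gene correlation of 0.01. Enrichment of heme enzymes was tested with a one-sided Fisher's exact test, after the one-tailed test of the methods. The other alternatives were DESeq2's size factors in edgeR, total counts only, the 10 most abundant genes left out, every gene with at least 1 count, at least 10 counts in every sample, an adjusted p-value below 0.01, a test against a log2 fold change of 1, the replicate number as a block, genes on chromosomes X and Y left out, and each mouse left out in turn. These choices were made before the data were examined. The pairing of mice in the block comes from the replicate numbers in the labels. Other tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

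The genes named were every gene that the study names from its RNA-seq data for its expression, the enzymes of heme biosynthesis, and the 3 largest rises and 3 largest falls among genes past the thresholds with a mean of at least 100 normalized counts and every *MxCDX2* mouse on the same side of every control mouse. Genes that the study names for nucleotide changes alone are not reported one by one, and some other named genes are not reported here. Counts over lists of named genes beside the study's statements leave those out.

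The tests were tested on simulated data, with counts drawn for the real genes from the means and library sizes of the 6 mice and 200 genes changed. Over 15782 genes, edgeR found 185 of the 200 (92.5%) with 8 false calls, and with no changed genes it made 0 calls over 15769 genes. The same simulation over 15980 genes gave DESeq2 183 of the 200 and 26 false calls. Every simulated gene had the same spread between mice (a dispersion of 0.1), and the planted changes lay well beyond the threshold. Real genes differ in spread and many change less, so these rates need not hold for them. Between 38646101 and 49899650 reads per mouse were counted, so the spread between mice, and not the number of reads, limits the precision for well expressed genes. The exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.10.

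Sites for CDX proteins in promoters, the enrichment of Gene Ontology terms and the nucleotide changes in the reads were not analysed here. Tables S3 to S7 were read as the paper gives them.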

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

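All of the tests in this part were chosen after the values were seen, though the setting with total counts only was among the choices made before. The paper's text does not discuss *Vmn2r26*, *Erv3* and *H19*, which had few or no counts in the control mice and a clear signal in every *MxCDX2* mouse. Table S3 lists all 3, and Table S7 also lists *H19*. The log2 fold changes were 9.96, 9.55 and 9.11. *Vmn2r26* had 3492, 9906 and 5631 normalized counts in *MxCDX2* mice 1, 2 and 3, against at most 7.67 in a control mouse. *Erv3* had 228, 389 and 438, against at most 0.91. *H19* had 3553, 1255 and 2820, against at most 7.29. All 3 mice of the *MxCDX2* group showed each rise.

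Reads shared with similar genes were tested for *Vmn2r26* through the other *Vmn2r* genes. Of the 15 others with at least 1 count, 7 (46.7%) were higher in the *MxCDX2* mice. These 15 genes had 587 counts in all over the 6 mice, too few for the share to tell. *Vmn2r26* itself had 3296, 10112 and 6469 counts before normalization in *MxCDX2* mice 1, 2 and 3, and 6 in each control mouse. The few counts of the 15 genes argue against them as the source of its whole rise. Reads of other similar sequences remain open. The test does not cover copies of *Erv3*. A change of the surrounding region was tested with the genes within 500 kb. Of 31 tested neighbours of the 3 genes, 6 (19.4%) were upregulated, against 4.55% of the other tested genes (two-sided Fisher's exact test, p = 0.00248). Upregulated and downregulated neighbours together were 15 of the 31 (48.4%), against 13.5% of the others (two-sided Fisher's exact test, p = 3.37e-06). Those of *H19* were 4 upregulated and 5 downregulated of 16, with a median log2 fold change of -0.21, those of *Erv3* 1 and 3 of 8, with a median of -0.595, and those of *Vmn2r26* 1 and 1 of 7, with a median of -0.86. Most of the upregulated neighbours were thus those of *H19*, and the median of the neighbours was below 0 for each of the 3 genes. The neighbours were not tested for each gene alone, and with changes in both directions the rises cannot be told apart from a change of the surrounding region. With total counts only in place of TMM, the lowest of the 3 log2 fold changes was 9.21. A rescaling of this size could not have removed the rise, so this does not test it. RNA from nonhematopoietic cells in the marrow sample was not tested and remains open.

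Because *H19* is imprinted and 3 further imprinted genes were seen among the large rises, a list of 47 other imprinted genes was written, without these 4, and tested. The 4 were also left out of the genes it was compared with. Of the 32 that were tested, 12 passed the thresholds (37.5%), 4 upward and 8 downward, against 13.6% of the other tested genes (two-sided Fisher's exact test, p = 0.000626). The directions were mixed, and the 32 genes are not independent of each other. A candidate explanation is that imprinted genes as a group are expressed differently in *MxCDX2* marrow, but with the source of the RNA untested this remains a hypothesis, and it does not bear on *Vmn2r26* or *Erv3*.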

How the results depend on the processing

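The count of 2177 differentially expressed genes stayed within 1.5 times under DESeq2 (2900), DESeq2 with a prior on the fold change (2846), limma-voom (2062), DESeq2's size factors in edgeR (2181), total counts only (2176), the 10 most abundant genes left out (2169), every gene with at least 1 count (2306), at least 10 counts in every sample (1806) and genes on X and Y left out (2117). An adjusted p-value below 0.01 left 1043 genes and the test against a log2 fold change of 1 left 611. For the named transcription factors, these 2 settings left 9 and 6 genes over the whole list, and for Table S4 they left 76 and 40 genes in place of 167. Of the whole list of DNA damage and repair genes, 2 passed the test against a log2 fold change of 1. The whole lists hold genes that are not reported here, so these numbers are not comparable with those beside the study's statements. Each of these settings is stricter by construction.

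Across the 6 fits that each left out one mouse, the number of differentially expressed genes ran from 1205 (without *MxCDX2* mouse 3) to 2406 (without the wild-type control mouse), the named transcription factors, over the whole list, from 8 to 16 and the Table S4 genes from 87 to 164. *Bambi* ran from 3.80 to 4.10 and *CDX2* from 6.03 to 10.37, and both passed the thresholds in all 6 fits. The cause of the low count without *MxCDX2* mouse 3 was not tested.

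With the replicate block, 2205 genes passed. Because the control columns of Table S3 number the mice differently from the labels, a block with those numbers was added after the data were seen. It gave 1789 genes, and the mean correlation of paired deviations was -0.029 in place of 0.212. *Irf8*, *Klf4*, *Meis1* and *Mpig6b* lost their place past the thresholds with it, and *Meis1* also lost it with the block by label numbers. Whether the numbers pair the mice at all is not stated.

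Under the settings that kept all 6 mice, *Bambi* had log2 fold changes between 3.90 and 4.07. *CDX2* had values between 5.74 and 7.18, and the filter of at least 10 counts in every sample removed it. For the whole list of heme enzymes, the Fisher's exact test was below 0.05 in every setting, and *Alas1* passed the thresholds in none. Over the other named genes, and with the added block included, the settings that kept all 6 mice left 535 values on the same side of the thresholds, with 44 losses and 21 gains, and the fits without a mouse left 242, with 35 losses and 5 gains. No named gene changed direction. With total counts only, the median log2 fold change of all genes moved from 0.002 to 0.118, and *E2f4*, *Meis1*, *Foxo3* and *Rb1* were among those that lost their place.

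Of the 12 marker lists, 7 had an adjusted p-value below 0.05 with camera's preset correlation, from 6 to 9 across the fits without a mouse, and 1 with the correlation estimated from the data. The median log2 fold change of the intestinal CDX2 target genes, 0.42 over 7 tested genes, was -0.067 without *MxCDX2* mouse 3 and ran up to 0.821 (without *MxCDX2* mouse 1). The cause was not tested.

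The scan of promoters for CDX sites was not run, with any of its alternatives, because no genome sequence was used here. Sex as a covariate was not run because all 6 mice were male. The filter of at least 10 counts in every sample gave no value for *Vmn2r26*, *Erv3*, *H19*, *Npas4* and *Nlrp6*, DESeq2 none for *Nlrp6* and *Mpig6b*, and the fit without X and Y none for *Gata1* and *Alas2*. For genes with few counts, such as *Hmga2* and *Hoxa10*, the number of reads adds to the spread between mice.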

Differences from the paper's values

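The number of differentially expressed genes was 2177 with edgeR, against the paper's 2937. DESeq2 gave 2900 and DESeq2 with a prior on the fold change 2846, and DESeq2 is the tool that the methods name. The text of Table S3 used here has 2935 genes.

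The paper lists *Egr2* as upregulated and *Gata2*, *Hoxa7*, *Hoxa9*, *Hoxa10* and *Pax5* as downregulated among its differentially expressed genes, and *Ebf1*, *Hmga2* and *Mgmt* among deregulated genes of DNA damage and repair. With edgeR these 9 genes had the stated direction and adjusted p-values of 0.112, 0.0766, 0.0911, 0.0587, 0.0567, 0.0544, 0.0723, 0.0826 and 0.115. With DESeq2 all 9 passed the thresholds, with adjusted p-values between 0.00321 and 0.0387. With a prior on the fold change in DESeq2, *Egr2* had a log2 fold change of 0.99 and did not pass, and the other 8 passed.

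The paper speaks of about 400 genes with recurrent nucleotide changes, and Table S6 carries 496 different gene identifiers.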

Other observations

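The tests of the number of differentially expressed genes by splits of the mice, library size, the 10 most abundant genes and sex, and the marker lists with their camera test, were chosen before the result was seen. The use of the erythroid list to explain the excess of downregulated genes, and all other tests in this part, were chosen only after it.

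The number of differentially expressed genes was set against the other groupings of the 6 mice. Of the 10 splits into 3 and 3, 1 gave as many genes as the real one, the real split itself. The other 9 gave between 0 and 4 genes past the thresholds, with between 105 and 1023 genes at an unadjusted p below 0.05, against 5761 in the real split. Of the 4 splits that part all same-numbered mice, 1, again the real one, gave as many, and the other 6 splits part 1 such pair. Each of the other 9 splits mixes *MxCDX2* and control mice, so a difference between the groups adds to the spread within them, and with 10 splits the share cannot fall below 0.1. This test therefore cannot tell the count apart from a lucky grouping. In simulated counts without changed genes, edgeR called 0 of 15769 genes, with 756 at an unadjusted p below 0.05. All simulated genes had the same spread between mice, so this does not cover real genes with a larger spread. The median total of the *MxCDX2* mice was 0.908 times that of the control mice and the totals overlap. Leaving out the 10 most abundant genes gave 0.996 times as many genes. *Xist* had at most 9 counts, so sex does not separate the groups. Of the tested genes with a recurrent nucleotide change in Table S6, 14.6% were differentially expressed, against 13.6% of the others (two-sided Fisher's exact test, p = 0.528).

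There were 1.97 downregulated genes for each upregulated gene. The ratio was 1.96 without the 10 most abundant genes, 1.41 with total counts only, 1.96 after the median log2 fold change was subtracted within 10 classes of GC content, and 1.96 after the same correction by transcript length, both known for 15816 genes (99.0%). The medians subtracted lay between -0.05 and 0.05 for GC content and between -0.03 and 0.03 for length, so these corrections moved too little to test either. Within the classes, the ratio ran from 1.197 to 2.82 by GC content and from 1.48 to 2.36 by length, so downregulated genes were the more numerous in every class and neither accounts for the whole excess, though its size cannot be told apart from a partial effect of either. Over the other settings it was between 1.34 (adjusted p-value below 0.01) and 2.34 (DESeq2 with a prior on the fold change), with 1.36 without *MxCDX2* mouse 3, 1.50 without *MxCDX2* mouse 2 and 1.56 with the test against a log2 fold change of 1. A list of 20 erythroid markers, 19 of them tested, fell together, with a median log2 fold change of -3.45 and all 19 downregulated (camera, adjusted p = 1.43e-19, or 0.247 with the inter-gene correlation estimated from the data). Without *MxCDX2* mouse 3, 11 of the 19 were downregulated, with a median of -3.24, and all 19 were in each other fit without a mouse. The paper reports from flow cytometry that erythroid cells fell strongly in the marrow of *MxCDX2* mice. This loss is a candidate explanation for part of the excess of downregulated genes. How much of the excess it accounts for was not tested. With the estimated correlation the fall of the list is not past the threshold, so its share in the excess remains a hypothesis.

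Other marker lists gave these values with camera and adjustment over 12 lists. Monocyte markers had a median log2 fold change of 1.34, with 8 of 12 upregulated (adjusted p = 2.94e-09). Late neutrophil markers had -1.57, with 9 of 12 downregulated (adjusted p = 1.37e-12), B-cell markers -1.71, with 8 of 15 downregulated (adjusted p = 9.33e-06), macrophage markers -2.06, with 7 of 10 downregulated (adjusted p = 0.000453), megakaryocyte markers -3.21, with 3 of 8 downregulated (adjusted p = 0.0101), and T-cell markers -0.73, with 2 of 10 downregulated (adjusted p = 0.0257). Stem and progenitor markers, with a median of -0.91 and 1 of 10 downregulated (adjusted p = 0.0916), and promyelocyte markers, with 0.50 and 2 of 8 upregulated (adjusted p = 0.175), were not past 0.05. With the inter-gene correlation estimated from the data, only the monocyte list stayed below 0.05 (adjusted p = 0.0349). Without the wild-type control mouse, the median of the megakaryocyte markers was -1.38 (adjusted p = 3.29e-06) and that of the T-cell markers -0.45, no longer past 0.05 (adjusted p = 0.151). The T-cell list was not past 0.05 without *MxCDX2* mouse 2 either (adjusted p = 0.0613). The number of downregulated markers also moved across the fits without a mouse. It ran from 1 to 8 for macrophage markers and from 2 to 12 for B-cell markers. For late neutrophil markers it ran from 5 to 11, and for megakaryocyte markers from 0 to 5. The macrophage, B-cell, late neutrophil and megakaryocyte lists stayed below 0.05 in each of these fits. The macrophage median was -1.32 without the wild-type control mouse. *Itgam*, which encodes CD11b, had a log2 fold change of -0.48 (adjusted p = 0.184).

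The paper states that CDX2 acts on the TGF-β pathway by stimulating *Bambi*, which encodes a negative regulator of it. In the marrow, 13 tested genes that TGF-β induces had a median log2 fold change of 0.53, with 2 upregulated and 0 downregulated (camera, adjusted p = 0.175). Receptors, ligands and Smad genes of the pathway had a median of 0.28 over 17 tested genes, with 2 upregulated and 3 downregulated (adjusted p = 0.462). Target genes of CDX2 in the intestine had 7 of 19 genes tested, with 1 upregulated and 2 downregulated (adjusted p = 0.992). No explanation was tested for these lists. The paper's evidence is of another kind: knockdown of *CDX2* or *Bambi* in AGK463 cells given TGF-β, promoter binding and a promoter reporter. RNA of whole marrow, in which the shares of cell types differ between the groups, does not test that statement in either direction.

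The recurrent nucleotide changes of Table S6 were gathered in few regions. Of the 444 tested genes with a change, 178 lay in their 10 fullest windows of 10 Mb, against a median of 69 and at most 89 in 10000 random draws of tested genes from the same 10 classes of mean expression (permutation p = 0.0001, the smallest these draws can give), so uneven expression along the genome does not account for it. The identifier of a catalogued variant is given for 92.1% of the loci in Table S7. A candidate explanation is that the 3 *MxCDX2* mice share segments of another mouse strain that the 3 control littermates lack. The genotypes of the mice at these places were not tested. Of the tested genes with a change, 69.6% had a higher count in *MxCDX2* mice, against 49.6% of the others (two-sided Fisher's exact test, p = 5.14e-17), so part of the changes may have been called in *MxCDX2* mice because more reads covered them there. Neither explanation could be checked in the reads, which are not analysed here.

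The wild-type control mouse stood apart from the *RsCDX2* and *Mx1Cre* control mice. Of 10 stem and progenitor markers, 10 were highest among the controls in the wild-type mouse, and of 8 promyelocyte markers, 8 were lowest there, 100% of both lists together. Its total was 1.035 times that of the nearest other control mouse, so library size does not account for it. A different share of progenitors and granulocyte precursors in its marrow sample is a candidate explanation. The series has 1 wild-type mouse, so the pattern cannot be told apart from the genotype or from a difference in how the marrow was taken.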
